# Postnatal and Adult Aortic Heart Valves Have Distinctive Transcriptional Profiles Associated With Valve Tissue Growth and Maintenance Respectively

**DOI:** 10.3389/fcvm.2018.00030

**Published:** 2018-04-24

**Authors:** Emily Nordquist, Stephanie LaHaye, Casey Nagel, Joy Lincoln

**Keywords:** aortic valve, RNA-sequencing, mRNA, cell proliferation, extracellular matrix, postnatal, adult

## Abstract

Heart valves are organized connective tissues of high mechanical demand. They open and close over 100,000 times a day to preserve unidirectional blood flow by maintaining structure-function relationships throughout life. In affected individuals, structural failure compromises function and often leads to regurgitant blood flow and progressive heart failure. This is most common in degenerative valve disease due to age-related wear and tear, or congenital malformations. At present, the only effective treatment of valve disease is surgical repair or replacement and this is often impermanent and requires anti-coagulation therapy throughout life. Therefore, there is a critical need to discover new alternatives. A promising therapeutic area is tissue regeneration and in non-valvular tissues this requires a tightly regulated genetic “growth program” involving cell proliferation. To explore this in heart valves, we performed RNA-seq analysis to compare transcriptional profiles of aortic valve tissue isolated from mice during stages of growth (postnatal day (PND) 2) and adult maintenance (4 months). Data analysis reveals distinct mRNA profiles at each time point and pathway ontology identifies associated changes in biological functions. The PND2 aortic valve is characterized by extensive cell proliferation and expression of mRNAs related to the extracellular matrix (ECM). At 4 months, proliferation is not significant and a differential set of ECM-related genes are expressed. Interestingly there is enrichment of the defense response biological process at this later time point. Together, these data highlight the unique transcriptome of the postnatal valve during stages of growth and maturation, as well as biological functions associated with adult homeostatic valves. These studies create a platform for future work exploring the molecular programs altered in the onset of heart valve disease after birth and provide insights for the development of mechanistic-based therapies.

## Introduction

The average heart beats over a billion times during one lifespan to continuously provide blood to every part of the body. Crucial to this task are the four heart valves (aortic, pulmonic, tricuspid and mitral) that function to maintain the unidirectional blood flow. Distinct from the cardiac muscle, the mature valve leaflets are highly organized structures comprised of three layers of extracellular matrix (ECM) components including collagens, proteoglycans, and elastin (1). Formation and maintenance of the valve ECM is mediated by a heterogeneous population of valve interstitial cells (VICs) that are fibroblast-like in phenotype (2). Surrounding the VICs and ECM is a single layer of valve endothelial cells (VECs) that physically protect the valve from external stimuli, and molecularly communicate with underlying VICs to regulate homeostasis of the ECM (3–5). The complex relationship between valve cell populations and the ECM is critical for establishing and maintaining structure-function relationships throughout life. This relationship begins during embryonic development, as mesenchymal precursor cells in the endocardial cushions transition towards an activated VIC phenotype and degrade primitive ECM within the cushions while secreting more diverse ECM components. Elongation and remodeling of the immature valve structures continues for a short time during the postnatal period until around day 10 in the mouse when the ECM components are more defined. Once valve formation is complete, VICs convert to a quiescent phenotype and in the absence of disease, maintain physiological turnover of the ECM to provide efficient function throughout life [reviewed (2, 6)]. While the regulation of valve development is well established, the mechanisms that regulate postnatal valve growth and remodeling, as well as adult homeostasis are poorly understood. Despite constant mechanical demand on the valve leaflets, turnover of valve cell populations in adult valves is relatively low (4). Therefore, it remains unclear how valve cell populations and structure-function relationships are maintained throughout life in healthy individuals, yet dysregulation of these relationships likely underlie the onset and progression of valve dysfunction and disease.

Heart valve disease is a growing public health problem that can affect both adult and pediatric patients. Significant defects during embryonic valve development lead to congenital malformations which compromise the typical structure of the valve, often resulting in reduced ability to function correctly [reviewed (7)]. Distinct from valve disease present at birth, pathology can also be acquired and is most prevalent in the aging population, with up to 13% of people aged over 75 affected by diseases including calcification or myxomatous degeneration (8). Currently, the only effective treatment for valve disease is surgical repair or replacement, resulting in over 90,000 valve replacement surgeries performed in the US each year (9). Surgical treatment comes with many complications including the need for repeat surgeries due to low valve durability and high thrombogenicity, in addition to the large personal and societal economic burdens (10). Therefore, there is a critical need for the development of alternate therapeutics.

A promising therapeutic area is emerging in the field of self-repair and regenerative medicine. Common to both congenital and age-related valve disease is the damage and consequent loss of healthy cell populations alongside the development of pathological cell populations that are therefore unable to preserve valve structure-function relationships (11). The field of cardiac regeneration has recently made significant advances in elucidating the molecular mechanisms of regeneration, and it has been reported that the neonatal myocardium has remarkable regenerative capacity during the first seven days of life (12–14). Furthermore, several pathways have been identified as key players, and the ability to recapitulate these neonatal programs in adults has proven successful in promoting myocardial regeneration after injury and in disease models (15–18).

Neonatal, adult and potential regenerative programs have not been examined in heart valves and therefore the goal of this current study is to initiate this discovery. To do this, we used RNA-seq analysis to explore differential molecular profiles between postnatal and adult valve cell populations. This analysis will help define potential regeneration indicators that in the future might be reintroduced in diseased or aging adult valves to increase their self-repair capacity and improve structure-function relationships. Our study has defined transcriptional differences between postnatal day 2 (PND2) and adult (4 months) aortic valves and identified significant changes in key biological functions related to cell proliferation, ECM, and defense response that may be important for determining the regenerative capacity of the valve to aid in the future development of alternative therapeutics.

## Material and Methods

### Mice

*C57BL/6J* mice were fed regular chow mix and housed in a controlled environment with 12 h light/dark cycles at 21°C and 23% humidity and water ad libitum. Animals were euthanized by CO_2_ exposure followed by secondary euthanasia by cervical dislocation (adult mice) or decapitation (pups). All animal procedures were approved by The Research Institute at Nationwide Children’s Hospital Institutional Animal Care and Use Committee (Protocol # AR13-00054).

### Tissue Preparation

Hearts were collected from postnatal day 2 (PND2) and 4 month old *C57BL/6J* mice and fixed in 4% paraformaldehyde/1xPBS overnight at 4°C. For paraffin sections, tissue was embedded in paraffin wax and sectioned at 10 µm. Paraffin was removed in xylene, and tissue sections were re-hydrated through a graded ethanol series and rinsed in 1xPBS as previously described (19). Tissue sections containing aortic valves were then subjected to Movat’s Pentachrome staining, EdU staining, or immunohistochemistry/immunofluorescence (described below). For cryo sections, tissue was embedded in OCT and frozen, then sectioned at 7 µm. Prior to staining, tissue was permeabilized using 0.1% Triton-X 100 in 1xPBS and then subjected to immunofluorescence staining.

### Immunohistochemistry/Immunofluorescence

Whole hearts from PND2 and 4 month old *C57BL/6J* mice were collected and prepared according to above methods. Movat’s Pentachrome staining was performed on paraffin tissue sections at each time point according to the manufacturer’s instructions (Russel Movat, American MasterTech, #KTRMP), then mounted using VectaMount Permanent Mounting Medium (Vector Laboratories, H-5000). For antibody detection, fixed paraffin tissue sections were subjected to antigen retrieval by boiling for 10 min in unmasking solution (Vector Laboratories), and both cryo and paraffin sections were subjected to blocking for 1 h at room temperature (1% BSA, 1% cold water fish skin gelatin, 0.1% Tween-20/PBS) as described (20). Tissue sections were then incubated overnight at 4°C or 1 h at room temperature with primary antibodies against Mmp3 (rabbit, 1:100 paraffin, Abcam ab53015), Nid2 (rabbit, 1:200 cryo, Abcam ab14513), Ptgs2 (Rabbit, 1:100 paraffin, Cell Signaling 12282), and Rarres2 (Mouse, 1:100 paraffin, Santa Cruz sc-373797). For immunofluorescent primary antibody detection of Mmp3, Nid2, and Ptgs2, sections were incubated for 1 h at room temperature with Donkey anti-rabbit or Goat anti-rabbit Alexa-Fluor IgG secondary antibodies (1:500) (LifeTechnologies), then mounted in Vectashield anti-fade medium with DAPI (Vector Laboratories) to detect cell nuclei. For diaminobenzidine (DAB) staining of Rarres2, sections were stained using Mouse and Rabbit Specific HRP/DAB (ABC) Detection IHC kit (Abcam, ab64264), counterstained with hematoxylin (Vector Laboratories, H-3404), and mounted using VectaMount Permanent mounting medium (Vector Laboratories, H-5000). Images were visualized using an Olympus BX51 microscope and captured using an Olympus DP71 camera and CellSens software. Image brightness and contrast were edited using Adobe Photoshop CC.

### EdU Staining and Quantification

PND2 and 4 month old *C57BL/6J* mice were injected subcutaneously with 10 µg/g body weight EdU (Invitrogen) dissolved in 1xPBS. 24 h later, mice were sacrificed and hearts were collected and prepared according to above methods. Fixed tissue sections were blocked for 1 h at room temperature (1% BSA, 0.1% Cold water fish skin gelatin, 0.1% Tween 20 in PBS with 0.05% NaN_3_), followed by use of Click-it EdU Kit (Invitrogen) to detect presence of EdU according to the manufacturer’s instructions. Sections were then mounted in Vectashield anti-fade medium with DAPI (Vector Laboratories) to detect cell nuclei. The total number of cell nuclei in one leaflet were counted using ImageJ cell counter. The number of EdU + cells were then counted and calculated as a percentage of total cells. An average of 9 leaflets were counted and averaged for each mouse, with a total *n* = 3. Statistical analysis was performed in GraphPad Prism 7.0a.

### Aortic Valve Isolation and RNA-Sequencing

Aortic valves from wild type PND2 and 4 month old *C57BL/6J* mice were isolated with minimal myocardial contamination and immediately flash frozen in liquid nitrogen. Frozen samples were sent to Ocean Ridge Biosciences LLC (Deerfield Beach, FL), where RNA isolation and sequencing was performed as follows. Total RNA was extracted using the TRI Reagent® (Molecular Research Center; Part #: TR118) method, and isolated RNA was quantified using chip-based capillary electrophoresis (Agilent 2100 Bioanalyzer Pico Chip). RNA was digested with RNase free DNase I (Epicentre; Part # D9905K) and purified through minElute columns (Qiagen; Part #: 74204). Final RNA samples were quantified by O.D. measurement and re-quantified using chip-based capillary electrophoresis. Amplified cDNA libraries were prepared from 200 ng on DNA-free total RNA using TruSeq Stranded Total mRNA Library Prep Kit LT (Illumina Inc.; Part #s: RS-122-2101 and RS-122-2102). Chip-based capillary electrophoresis was used to assess quality and size distribution of the libraries. KAPA Library Quantification Kit (Kapa Biosystems, Boston, MA) was used to quantify the libraries. Libraries were pooled at equimolar concentrations and were clustered on an illumina cBot cluster station. Clustering was performed with the HiSeq PE cluster kit v4 and sequenced on an Illumina HiSeq Flow Cell v4 with 50 nt paired-end reads plus dual index reads using the Illumina HiSeq SBS Kit v4. An average of approximately 48.3 million passed-filter 50 nucleotide paired-end reads were obtained per sample (24.1M per direction).

Raw FASTQs were split into files containing 4,000,000 reads and checked for quality using the FASTX-Toolkit. The reads were filtered (removing sequences that did not pass Illumina’s quality filter) and trimmed based on the quality results (3 nucleotides at the left end of the R1 reads and 1 nt at the left end of the R2 reads). Sequence alignment was performed using TopHat v2.1.0 to the mm10 genome. BAM files were merged on a per sample. Exon and gene level counting were performed using the easyRNASeq version 2.4.7 package. A binary annotation file, built using the annotation file generation function of EasyRNASeq, was used for this analysis; the Ensembl release 83 GTF file was used as input. Annotation was performed using a Gene Transfer Format (GTF) annotation file for Mus musculus, which was downloaded on February 11, 2016 and contains the current Ensembl Mouse release 83. Filtering of the RPKM values was performed to retain a list of genes with a minimum of approximately 50 mapped reads in 25% or more samples. The threshold of 50 mapped reads is considered the Reliable Quantification Threshold, as the RPKM values for a gene represented by 50 reads should be reproducible in technical replicates. To avoid reporting large fold changes due to random variation of counts from low abundance mRNA, RPKM values equivalent to a count of ≤10 reads per gene were replaced with the average RPKM value equivalent to 10 reads/gene across all the samples in the experiment.

An unpaired two-sample heteroscedastic *t*-test was performed on the log_2_ RPKM values to compare the overall effects of age (PND2 or 4 month) on gene expression. Fold changes were also calculated for 4 month / PND2 using the mean of each group being compared. If the mean of both groups considered in the fold change comparison was below RQT, “NA” is reported. All statistical analysis was performed using R version 3.2.2 statistical computing software. A total of 7,496 genes were determined to have a low FDR-value (FDR <0.1) for the unpaired *t*-test. Full dataset is available through NCBI GeoDatasets, accession code GSE108083, “RNA-seq analysis of aortic heart valves in mice”.

### RNA-Sequencing Data Analysis

A heatmap was generated from 23,303 differentially expressed genes. Log2 transformed RPKM values were utilized and hierarchical clustering analysis was performed with Cluster 3.0 software (21). Genes and samples were clustered using centered correlation as the similarity measure and average linkage as the clustering method. A volcano plot was generated utilizing ggplot2 and is plotted as the -Log10(*p*-value) vs. Log2 Fold Change. The volcano plot highlights the differential gene expression between postnatal day 2 and 4 month aortic valves. A Venn diagram was generated based only on genes with a low *t*-test *p* value (*p* < 0.05), a fold change >2, and RPKM values above the Reliable Quantification Threshold for all biological replicate samples from either group. If at least one of the gene reads from a triplicate set was proven undetectable while all gene reads in the comparative sample set was proven detectable, the gene was considered to be uniquely expressed. If the gene read from both triplicate sample sets had detectable RPKM values about the Detection Threshold, the gene was considered common amongst sample groups. Genes with at least one triplicate below the Detection Threshold in both samples sets are not represented in the Venn diagram.

Functional annotation was performed through the utilization of Database for Annotation, Visualization, and Integrated Discovery (DAVID) version 6.8 (22). 2,082 differentially expressed genes with an FDR <0.05 and fold change >2, were assessed utilizing Gene Ontology (GO) FAT terms, which were employed to filter out broad GO categories based on a measured specificity of each term. Visualization of GO term analysis was performed using the GOPlot R package version 1.0.2 (23). To reduce the redundancy of GO terms, the reduce overlap function was used, with the threshold set to 0.75, which removes GO terms that have a gene overlap greater than or equal to the set threshold. Bubble plots were generated for the reduced GO term list using the GoBubble function, and the top 15 GO terms from biological processes, cellular component, and molecular function were visualized. Each bubble represents a term, where the size of the bubble correlates to the number of genes within the term, and it is plotted as –log (FDR) vs. z-score. The z-score is a crude measurement, predicting if a term will be upregulated or downregulated, and is calculated by taking the number of upregulated genes and subtracting the number of downregulated genes and then dividing this number by the square root of the number of genes in each pathway. The circle plot was generated using the GoCircle function, and highlights the gene expression changes within each of the selected terms. The circle plot highlights the overall gene expression change by showing increased expression in red and decreased expression in blue. The circle plot also highlights the *p*-value of the GO term by the height of the inner rectangle, which is also colored by z-score. A chord plot was generated using the GoChord function, and it represents 59 differentially expressed genes and their correlation to the following associated terms: extracellular matrix, cell proliferation, cell cycle, mitotic cell cycle process, defense response, and regulation of immune system processes. The chord plot also highlights the log fold change of each differentially expressed gene that is shown. 

### qRT-PCR

RNA was extracted from isolated aortic valves from PND2 and 4 month old *C57BL/6J* mice to validate RNA-seq findings. Briefly, Trizol reagent (Invitrogen) was used to extract RNA according to manufacturer’s instructions, and cDNA and PCR reactions were performed as previously described by our lab (24). Primers for genes selected for validation were designed in NCBI Primer-BLAST based on FASTA sequence and shown below:

**Table:** 

**Gene name**	**Forward primer sequence (5^**′**^ to 3^**′**^)**	**Reverse primer sequence (5^**′**^ to 3^**′**^)**
***Nid2***	AGGAGTGAGCATGTTTCGG	AGGGGTATTGCCAGCTTCAC
***Mmp3***	TGCATGACAGTGCAAGGGAT	ACACCACACCTGGGCTTATG
***Marckls1***	CCCGTGAACGGAACAGATGA	CCCACCCTCCTTCCGATTTC
***Gsn***	GGGACGGCCGGTTACTTAAA	CTTCAGGAATTCGGGGTGCT
***Filip1l***	AGGCTCCACTGCTGGATTTC	GACTTCTCTGACACGGGACG
***Myoc***	ACGACACTAAAACGGGGACC	TTCTGGCCTTTGCTGGTAGG
***Retnla***	GGAACTTCTTGCCAATCCAGC	CAGTGGTCCAGTCAACGAGT
***Npdc***	GCACTCCCGACACTTTTCTC	GGTACCCACTCCGGGAACT
***Sfrp4***	CCTGGCAACATACCTGAGCA	AGCATCATCCTTGAACGCCA
***Mki67***	AGAGCTAACTTGCGCTGACT	ACTCCTTCCAAACAGGCAGG
***Nrg1***	CCATCTCTCGATGGGCTTCC	ATGCAGAGGCAGAGGCTTAC
***Nrep***	GCATGATGCCCTTTTTCATCCA	TCCTTAGGCACGGGAAGTCT
***Acta2***	CCTTCGTGACTACTGCCGAG	GAAGGTAGACAGCGAAGCCA
***Dlk1***	AGAGTACCCCTCTCCTCACC	CGCCGCTGTTATACTGCAAC
***Cfd***	TACATGGCTTCCGTGCAAGT	GGGTGAGGCACTACACTCTG

Quantitative real-time PCR using a Step One Plus Real Time PCR system (Applied Biosystems) was used to detect changes in gene expression with Sybr Green reagents. Cycle counts for each target gene were normalized to *β-actin* expression and differences in gene expression were reported as a fold change from the 4 month time point. Statistical analysis was performed in GraphPad Prism 7.0a.

## Results

### Postnatal Valve Maturation and Adult Maintenance Are Associated with Distinct Transcriptional Profiles

As previously described, the valve structures continue to grow and remodel after birth (1). As shown by Movat’s Pentachrome stain, murine aortic valve structures at postnatal day 2 (PND2) are thick and composed of predominantly proteoglycan (blue), with less extensive collagen and elastin (Figure 1A). By 4 months of age, the leaflets have elongated and display distinct layers of collagen (fibrosa, yellow), proteoglycan (blue), and elastin (black) (Figure 1B).

**Figure 1:**
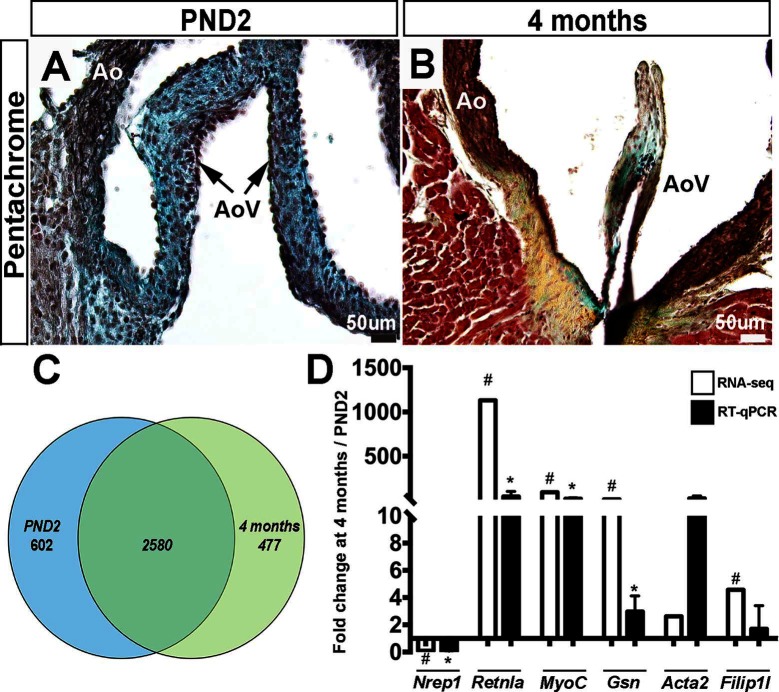
Postnatal and adult aortic vales display differences in ECM composition and gene expression. Movat’s Pentachrome staining to show extracellular matrix composition at PND2 **(A)** and 4 months **(B)** (black: elastic fibers and cell nuclei, blue: proteoglycans, yellow: collagen, red: muscle and fibrinoids). **(C)** Venn diagram to show distribution of the detected mRNAs that were uniquely or commonly expressed at PND2 or 4 months. **(D)** RT-qPCR validation (black bars) of RNA-seq findings (white bars) (*n* = 3, *:*p* < 0.05; two-tailed unpaired *t*-test, #:FDR <0.05). Ao, aorta; AoV, aortic valve.

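RNA-seq libraries were made from aortic valves of C57BL/6J mice at postnatal day 2 (PND2) and at 4 months of age, with 3 libraries per age. According to the sample descriptions, each library was made from the valves of 5 to 6 mice. The authors filtered and trimmed the paired reads, aligned them to the mouse genome (mm10) with TopHat and counted them on Ensembl genes and exons with easyRNASeq. They deposited RPKM values (reads scaled by exonic length and library total) for 46983 genes and 448141 exons. The study's minimum of 50 reads and its replacement of values of up to 10 reads are not applied in these values, since 32408 of them stand for 1 to 10 reads. Multiplying an RPKM value by the exonic length and the library total gave whole reads for 100% of the gene values above 0, so the depth behind each value is known. The library totals were 38994657, 30518001 and 29260736 at PND2 (median 30518001) and 37350916, 23810507 and 28943701 at 4 months (median 28943701). The mean total was 31479753, and the RPKM values use these totals. Whether the totals count reads or read pairs is not stated. Reads summed over genes came to between 2.31 and 2.36 times the totals, and the near-identical genes mt-Atp6 and Gm10925 carried almost the same RPKM in each library, so a read can be counted at more than 1 gene. Whether the counting used strand is not stated either, so values of overlapping genes are uncertain. A single read on a gene of 1 kb was worth 0.0256 to 0.0420 RPKM. Between 27813 and 29017 genes had a value above 0 in a library. From the deposited values, the 25903 genes with an RPKM of at least 0.1 in 3 or more libraries were compared between the ages with limma on log2(RPKM + 0.1), with a mean-variance trend, 2-sided tests and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low RPKM. Adding 0.1 and the choice of filter both affect the number of genes called. Means are given ± SD over the 3 libraries of an age. With 3 libraries against 3, an exact permutation test of a single value cannot give a 2-sided p below 0.1.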

In order to further define molecular profiles associated with the structural changes in postnatal and 4 month old aortic valves, we performed RNA-sequencing on isolated samples. Overall, RNA expression for samples consistently clustered by time point, as shown several ways including a Pearson’s correlation matrix (data not shown), principal component analysis (PCA) (data not shown) and hierarchical heatmap (Figure 2A). 

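Pearson's correlation of log2(RPKM + 0.1) across the 25903 genes was 0.961 to 0.970 between libraries of the same age and 0.911 to 0.922 between libraries of different ages. These are correlations across genes, which are not independent replicates. The lowest correlation within an age exceeded the highest between ages by 0.0391. The gap was 0.0678 when only the 16315 protein-coding genes were used, the alternative with the largest difference from it. Without a filter on low values it narrowed to 0.0220, the smallest gap among the alternatives. In principal component analysis, the first component held 59.4% of the variance and separated all 3 PND2 libraries (-86.2 to -81.0) from all 3 libraries of 4 months (76.9 to 88.9). The second component held 13.9% and spread libraries within each age.

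**Figure D1:**
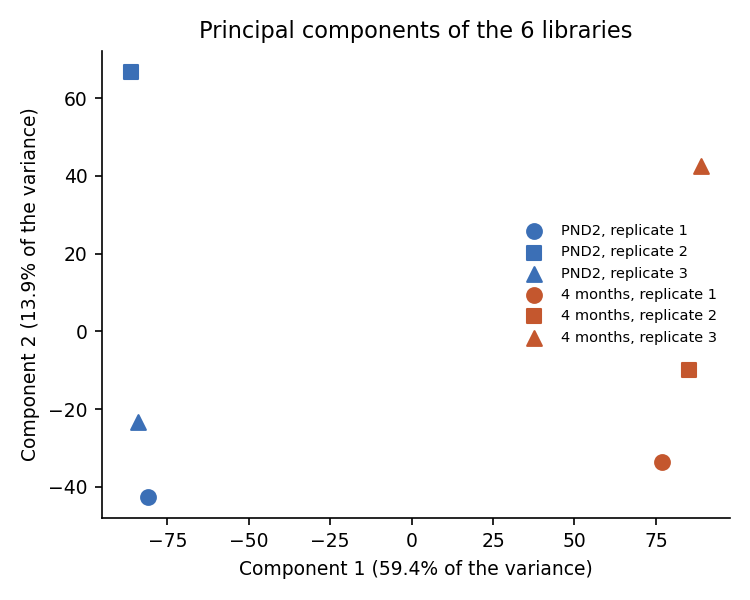
Principal component scores of the 6 libraries from log2(RPKM + 0.1), with component 1 on the horizontal axis and component 2 on the vertical axis; colour gives the age and symbol the replicate. The libraries of the 2 ages lie on opposite sides of 0 on component 1, which holds 59.4% of the variance.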

Of 23,303 detectable genes, 3,659 genes were found to have a *p*-value < 0.05 and a fold change >2, and include 1,858 upregulated and 1,801 downregulated transcripts. Of these 3,659 differentially expressed genes, 602 were unique to the PND2 time point and include *Dlk1*, *Hif3a, Agtr2* and *S100A9*, while 477 were only expressed at 4 months (*Cfd, Rtn1a, Clec3a, Adipoq, etc.*), leaving 2,580 common to both groups (Figure 1C). 

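An unadjusted p under 0.05 together with a fold change over 2 was found for 4956 of the 25903 genes tested with limma, with 2479 higher and 2477 lower at 4 months. With Benjamini-Hochberg adjustment at 0.05, 4452 genes passed both thresholds. Their median log2 fold change was 1.70 for the genes that rose and -1.62 for those that fell. In 4436 of the 4452 genes the values of the 2 ages did not overlap. Among all genes tested this held for 12942 (50.0%), where chance alone gives 10%. An adjusted p under 0.1 was reached by 11535 genes. The count of 4452 moved most with the study's per-gene unequal-variance test, which gave 1941 genes, 1902 of them among the 4452. Of the genes shown in Figure 1D, Nrep had 299 ± 30.6 RPKM (n = 3) at PND2 and 26.1 ± 3.55 at 4 months, a log2 fold change of -3.52 (standard error 0.13, limma adjusted p = 1.6e-05). Myoc rose from 0.861 ± 0.158 to 79.7 ± 13.5 RPKM, a 92.5-fold difference of means, and Gsn rose 11.9-fold from 338 ± 35.7 to 4024 ± 378 RPKM. Their adjusted p were 8.7e-06 and 2.1e-05 by limma. Filip1l rose 4.57-fold, from 47.3 ± 1.23 to 216 ± 6.73 RPKM (limma adjusted p = 1.5e-05). Acta2, at 4677 ± 476 RPKM at PND2, was 2.62-fold higher at 4 months, at 12236 ± 3395 RPKM, with a limma adjusted p of 0.0105. Without PND2 replicate 1 this adjusted p was 0.0555, the highest of the fits that each left out 1 library. A list of 11 smooth muscle genes held 0.743% of the reads at PND2 and 2.32% at 4 months. Whether smooth muscle from outside the leaflets adds to the rise of Acta2 was not tested. Myoc, Gsn and Filip1l overlap other annotated genes.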

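Genes were assigned to one age by detection, in part as in the study's methods, with an RPKM over 0.1 taken as detected: all 3 libraries of that age detected, at least 1 library of the other age not detected, an unadjusted limma p under 0.05 and a fold change over 2. This gave 614 genes detected at PND2 only, 587 at 4 months only and 3751 detected at both ages. The study also requires its minimum of 50 reads in all 3 libraries of an age and its own test, which these counts leave out. The study gives no number for its detection threshold. With the read minimum they were 113 and 154, and with that test as well 94 and 121. With the read minimum and detection over 1 RPKM they were 512 and 490, and over 0.3 RPKM 304 and 326. These 4 settings were chosen after the data were seen. Among the alternatives set beforehand the counts moved most when all 3 libraries of the other age had to be without detection, to 249 and 245 genes. Dlk1 (chromosome 12 of mm10 from 109452823 to 109463336) had 34.9 ± 9.36 RPKM (n = 3) at PND2 and 0.312 ± 0.133 at 4 months, where 92, 23 and 54 reads were counted on it. Its log2 fold change was -6.43 (standard error 0.31, limma adjusted p = 3.2e-05). Hif3a, which overlaps an antisense gene, fell from 20.9 ± 6.58 to 0.670 ± 0.253 RPKM and Agtr2 from 15.9 ± 2.69 to 0.0946 ± 0.0667 RPKM. S100a9 fell from 15.5 ± 3.42 to 0.0684 ± 0.118 RPKM. At 4 months, Adipoq reached 34.2, 134 and 41.2 RPKM in replicates 1 to 3, against 0.107 ± 0.0803 RPKM at PND2. Its log2 fold change of 8.19 became 7.58 without replicate 2.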

Table 1 includes the top 20 mRNAs uniquely expressed at each time point based on RPKM value, which is indicative of mRNA abundance. 

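All genes of Table 1 had a limma adjusted p under 0.05, and in each of them the 3 libraries of the named age lay above the 3 of the other age. Mean RPKM was 5.65 to 34.9 at PND2 for the 20 genes listed for that age and 19.4 to 448 at 4 months for the other 20. Ordering the genes by mean RPKM gave the order of the table in both columns (Spearman's rho of 1 across genes). The log2 fold changes ran from -2.93 to -6.72 in the PND2 column and from 4.86 to 11.54 in the 4 month column. Most listed genes had some reads at the other age, where the highest value in a library was 0.954 RPKM for the PND2 column and 2.61 RPKM for the 4 month column. In 14 of the PND2 genes and 6 of the 4 month genes, all 3 libraries of the other age were above 0.1 RPKM. With detection set at an RPKM over 1, the rule for genes detected at one age returned all 20 genes of each column. Stfa1, one of a family of similar genes, had no reads at 4 months, which makes it at least 36.7-fold higher at PND2 when 3 reads are taken as the limit. Cidec had no reads at PND2 and was at least 760.0-fold higher at 4 months, or at least 424-fold without 4 month replicate 2. Slc38a5 fell from 15.1 ± 7.84 to 0.382 ± 0.157 RPKM (limma adjusted p = 2.5e-04), and 2210407C18Rik rose from 0.199 ± 0.191 to 121 ± 6.88 RPKM (adjusted p = 3.7e-05).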

Additional RT-qPCR analysis of independent cDNA samples validated RNA-seq findings in 10 out of 12 genes (85%) at a significance threshold of *p* < 0.05 (Figures 1D, 4A and 5A,D and data not shown).

**Figure 2:**
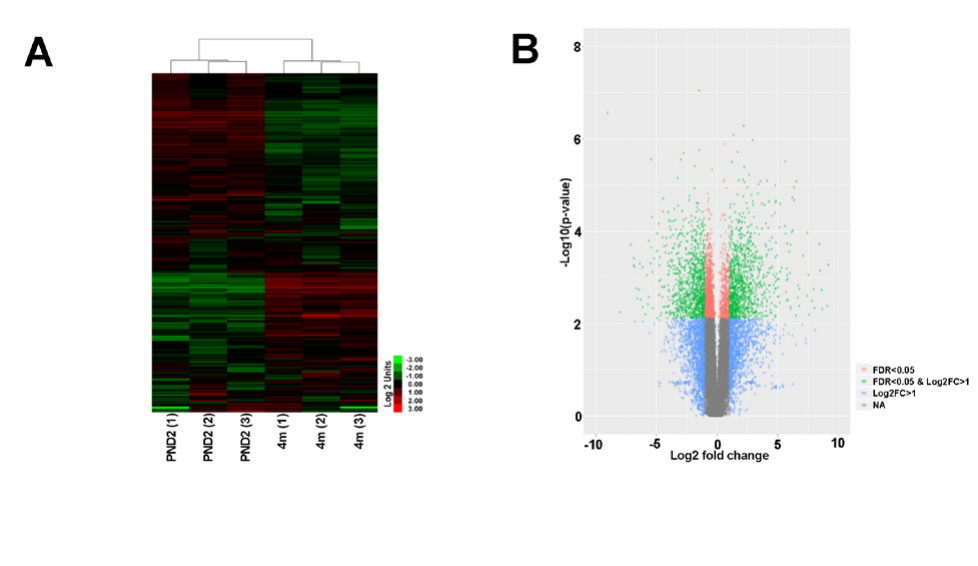
RNA-seq analysis reveals transcriptional differences between PND2 and 4 month old murine aortic valves. **(A)** Hierarchical heatmap cluster shows clustering analysis of biological replicates (*n* = 3). **(B)** Volcano plot of differentially expressed genes sorted according to fold change and significance (FDR). Green dots represent genes with log2 fold change >1 and FDR <0.05, pink dots represent genes with FDR < 0.05, and blue dots represent genes with log2 fold change >1.

**Table 1:** Top 20 unique genes at PND2 and 4 month time points.

**PND2**	**4** Month
Dlk1	Cfd
Hif3a	2210407C18Rik
Agtr2	Retnla
S100a9	Clec3a
Slc38a5	Adipoq
Col24a1	Ces1d
Bmp7	Thrsp
Vash2	Pck1
Igf2bp3	Mgl2
Stfa1	C7
S100a8	Inmt
Cited1	Cidec
Gm5483	Fmo3
Frem2	Angpt4
Gipr	Hamp
Ube2c	Art1
Dctd	Tmem45b
1110032F04Rik	Olfr224
C1qtnf3	Plin1
Cdkn3	Rpl3l

Genes are listed in order of RPKM with the most highly expressed at the top of the list. Only genes with a low t-test p value (t-test P: Age < 0.05), a Fold Change: 4mo/P2 >2 up/down, and above the Reliable Quantification Threshold in all samples from either group (i.e., the gene RPKM values were >RQT in all three P2 samples or in all three 4mo samples) were retained for further filtering.

### Transcriptional Analysis Identifies Age-Dependent Transcriptional Profiles and Biological Functions

Heatmap hierarchical clustering analysis, where 23,300 differentially expressed genes and samples were clustered using center correlation as the similarity measurement and average linkage as the clustering method, revealed molecular similarities between biological replicates at each time point and distinct differences between PND2 and 4 months (Figure 2A). 

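Average linkage clustering of the 6 libraries, with 1 minus Pearson's correlation of log2(RPKM + 0.1) as the distance, joined the 3 libraries of each age before joining the ages. The last 2 merges stood at a distance of 0.0357 within an age and 0.0854 between the ages. With each gene centred on its mean first, the corresponding distances were 0.648 and 1.60.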

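Among genes with a limma adjusted p under 0.05, a mean RPKM of at least 5 at the higher age and no overlap between the ages, the largest fall was that of Tnni1 (chromosome 1 of mm10 from 135779434 to 135810989), from 440.1 ± 46.5 RPKM (n = 3) at PND2 to 0.855 ± 0.0936 at 4 months. Its log2 fold change was -8.85 (standard error 0.12) and its adjusted p of 3.1e-07 was the smallest of all genes tested. Tnni1 encodes a troponin of muscle. A list of 22 cardiac muscle genes held 3.68% of the reads at PND2 and 1.76% at 4 months. Whether the fall of Tnni1 lies in valve cells or in carried muscle was not tested. Fbn2 fell from 102 ± 24.1 to 0.926 ± 0.807 RPKM, a log2 fold change of -6.92 that was -7.54 without 4 month replicate 2. Mir351, with at most 3 reads in each 4 month library, was at least 43.5-fold lower at 4 months. Gm27483 fell by 6.68 on the log2 scale, but it lies on the opposite strand within H19, so its reads cannot be separated from those of H19. Among the largest rises, Mir5107 (log2 fold change 8.44) lies within Cd74 on the same strand, and its value ranged from 7.30 without PND2 replicate 2 to 9.71 without PND2 replicate 3. At an adjusted p under 0.05 without a limit on the fold change, 9273 genes differed between the ages.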

Additional volcano plot analysis graphically displays the differential expression of 23,300 individual transcripts based on significance and fold change (Figure 2B). To determine functions associated with differential gene expression changes at each time point, Gene Ontology (GO) pathway analysis was performed. The bubble plot in Figure 3A visualizes the biological processes, cellular components, and molecular functions enriched by the differential data set and the table highlights the top 15 GO terms represented. These include biological processes such as cell proliferation, mitotic cell cycle, and defense response, along with cellular components such as extracellular matrix (ECM), indicating that valve maturation involves considerable changes in cell proliferation, ECM composition, and immune system programs. This is further highlighted in Figure 3B circle plot displaying genes which are known to be expressed in the heart valves based on previous publications, and their association with each GO term. 

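Term enrichment by DAVID was not analysed here. The genes the study lists for 3 of these terms in Tables 2 to 4 were found by their symbols in the deposited values, 256 for cell proliferation and 118 for extracellular matrix, and all of those for defense response. Each gene changed in the direction its table gives, and in each the values of the ages did not overlap, where chance gives 10%. An adjusted p under 0.05 by limma over all genes tested was reached by 256 and 118 of them and by 208 for defense response, where Drd1 was the gene that did not. Adjusted over each list alone, every gene passed. The study chose these lists on the same libraries, so these results are not independent evidence. The log2 fold changes ran from -6.41 to 8.19 for cell proliferation, from -6.72 to 6.37 for extracellular matrix and from -6.72 to 11.54 for defense response. From the enrichment of these terms among the differentially expressed genes, the paper concludes that maturation of the valve involves changes in proliferation, ECM composition and immune programs.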

More specific trends in these GO terms are shown in Figure 3C, with individually upregulated and downregulated genes in each category shown as red and blue dots, respectively. The inner rectangles are sized to positively correlate with the significance of each GO term, and colored to represent the overall direction of change in expression of each individual term. For example, the term “mitotic cell cycle process” has an overall down regulation at 4 months of age, while the “defense response” has an overall upregulation. In contrast, the “extracellular matrix” GO term is overall neither up-, nor downregulated, but the change in many individual transcripts is significant. Together these genomic analyses have defined transcriptional profiles of PND2 and 4 month aortic valve structures, and identified changes in functions associated with these mRNA patterns.

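The study does not list its mitotic cell cycle genes, so 40 mitotic genes were written down without reference to these libraries. Of these, 39 were lower at 4 months, with a median log2 fold change of -2.60. An adjusted p under 0.05 by limma was reached by 38 of the 40 over all genes tested, and by 40 adjusted over the list alone. The 29 mitotic genes outside Tables 1 to 4 had a median of -2.52. The list as a whole fell by limma's camera test with an inter-gene correlation of 0.01 (adjusted p = 1.3e-15 over 25 lists) and by fry (adjusted p = 0.00157). With the correlation estimated from the libraries, camera gave an adjusted p of 0.223. Of the 25 lists, 21 passed with camera at 0.01, 19 of these with fry, and 0 with the estimated correlation. All 28 DNA replication genes of a further list were lower at 4 months, with a median log2 fold change of -1.58. For the defense response genes of Table 4, the z-score (the genes that rose minus those that fell, over the square root of their number) was 7.95, and the median log2 fold change was 1.60.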

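Of the 118 extracellular matrix genes in Table 3, 61 were higher and 57 lower at 4 months, a share of 51.7% higher (Wilson 95% confidence interval 42.8 to 60.5%) and a z-score of 0.368. The interval treats genes as independent, which they are not. The genes that rose had a median log2 fold change of 2.00 and those that fell one of -2.11. All 118 passed an adjusted p under 0.05 and a fold change over 2 by limma.

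**Figure D2:**
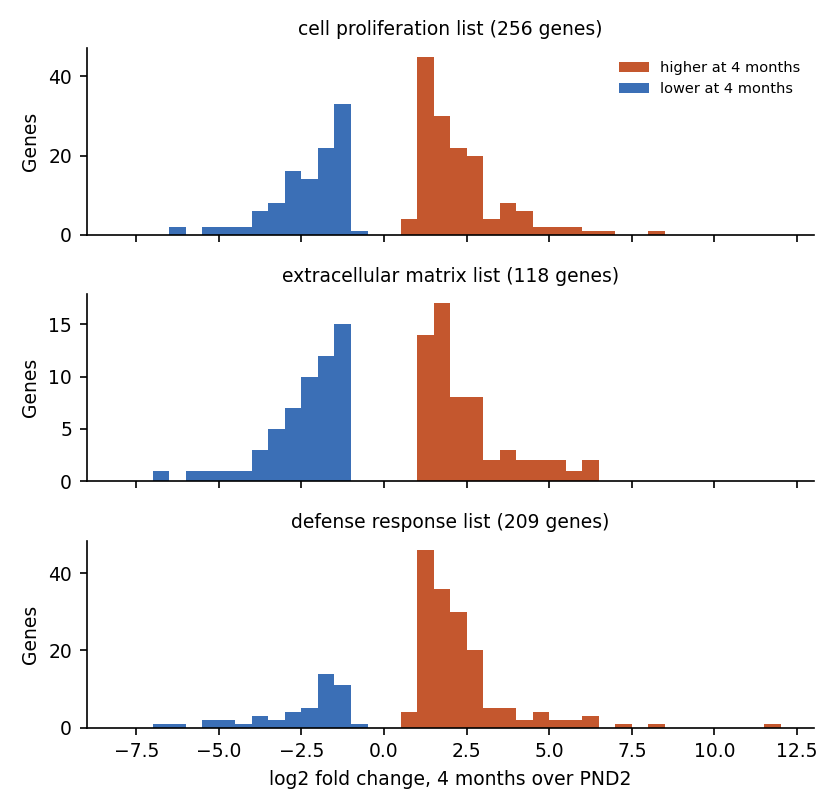
Histograms of the log2 fold change (4 months over PND2, horizontal axis) of the genes in Table 2 (cell proliferation), Table 3 (extracellular matrix) and Table 4 (defense response), with the number of genes on the vertical axis; orange bars are genes higher and blue bars genes lower at 4 months. The extracellular matrix genes lie in similar numbers on both sides of 0, and most defense response genes lie above 0.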

**Figure 3:**
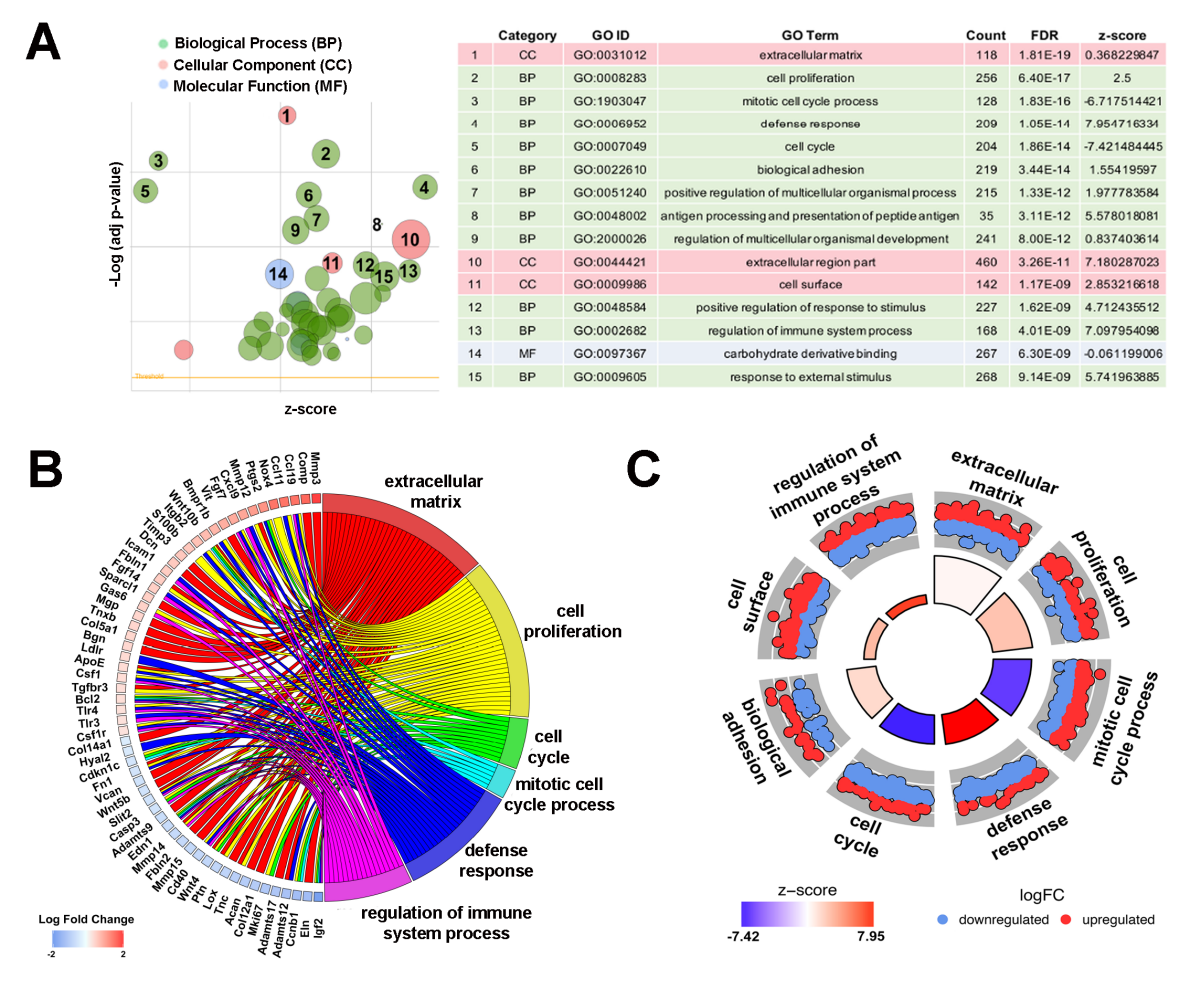
Pathway analysis identifies diverse key biological processes, cellular components and molecular functions between PND2 and 4 month old murine aortic valves. **(A)** Gene ontology (GO) analysis reveals top differentially regulated GO terms, graphically displayed according to significance (*p*-value) and z-score, a measure of overall up or down regulation for the category. Data represented as a bubble plot (left). The size of each circle represents the number of differentially expressed genes in that GO term, while color represents the category (green: biological process pink: cellular component, blue: molecular function). Table (right) lists the top GO terms along with count, FDR, and z-score. **(B)** Chord plot showing 59 differentially expressed genes previously associated with healthy and diseased valves, and their overlap between significant GO terms as determined in **(A)**. Color below each gene corresponds to log fold change, with red representing increased expression at the 4 month time point and blue representing decreased expression at 4 months. **(C)** Circular plot highlighting gene expression differences within each selected GO term, with each red dot depicting a gene upregulated at 4 months in that category, and each blue dot showing a gene downregulated at 4 months. The height of the inner rectangle represents the *p*-value of the GO term and is colored according to z-score, with red being increased at the 4 month time point and blue being decreased at 4 months.

### Proliferation Programs Are Downregulated in 4 month Old Aortic Valves

Based on enrichment of cell proliferation-related genes from GO analysis (Table 2), we first validated the fold change trends observed by RNA-seq using RT-qPCR (Figure 4A) on independent biological samples. These validated genes include three positive regulators of proliferation *mKi67, Nrg1* and *Marcksl1*, which all decreased in 4 month old aortic valves, and an anti-proliferative gene, *Sfrp4*, found to have increased expression at this time point (Figure 4A) (25–28). 

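In the sequenced libraries Mki67, on chromosome 7 from 135689788 to 135716379 of mm10, had 13.8 ± 4.23 RPKM (n = 3) at PND2 and 1.63 ± 0.319 at 4 months. Its log2 fold change was -2.97 (standard error 0.28, limma adjusted p = 3.8e-04). Nrg1 fell from 5.35 ± 1.23 to 0.626 ± 0.167 RPKM (adjusted p = 3.6e-04 by limma). Marcksl1 was more abundant and fell from 113 ± 13.2 to 15.1 ± 0.423 RPKM (adjusted p = 1.5e-05 by limma). As ratios of mean RPKM, the 4 month levels of the 3 genes were 0.118, 0.117 and 0.134 of those at PND2. Sfrp4 moved the other way, from 0.390 ± 0.0341 to 8.75 ± 0.0803 RPKM, a 22.4-fold rise (limma adjusted p = 3.0e-05). In all 4 genes the difference exceeded the spread between replicates, and every library of one age lay outside the range of the other.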

To further validate mRNA findings, we utilized 5-ethynyl-2′-deoxyuridine (EdU) to visualize and compare the number of cells actively undergoing mitosis in the aortic valve at PND2 and 4 months of age (Figure 4B-D). At the earlier time point, ~10.5% of cells were found to be EdU-positive, while only 0.16% of cells were proliferating at 4 months (Figure 4B). These data are consistent with transcriptional changes and previous reports from our lab showing that ~6.2% of VECs (of the total VEC population) and ~3.3% of VICs (of the total VIC population) are proliferative at post natal stages, while in the young adult, proliferation rates of both VECs (~2%) and VICs (~1.1%) were significantly lower (4). Together, these observations suggest that a decline in cell division at 4 months is due to a combination of decreasing expression of postnatal proliferation programs while simultaneously increasing adult programs which inhibit proliferation.

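Of the 256 cell proliferation genes in Table 2, 148 were higher and 108 lower at 4 months in the RNA-seq libraries, a share of 57.8% higher (Wilson 95% confidence interval 51.7 to 63.7%) and a z-score of 2.5. The genes that rose had a median log2 fold change of 1.89 and those that fell one of -1.95. A fold change over 2 with a limma adjusted p under 0.05 was found for 251 of them.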

**Table 2:** Genes included in the “Cell Proliferation” GO term.

**Downregulated at 4 months**	**Upregulated at 4 months**
AGTR2	ADIPOQ
H19	HSPA1A
BMP7	CD74
VASH2	PLA2G2D
IGF2	RBP4
IGF2BP1	H2-AA
FAM83D	H2-AB1
CTHRC1	VSIG4
CRH	CCL19
CDK1	CRLF1
NRK	CCL11
BEX1	NOX4
BUB1	SFRP4
IL31RA	CD209A
MELK	PTGFR
SCUBE2	BCL6
CCNB1	ITGAX
FIGNL1	KCNA1
AURKB	LGI4
UHRF1	ATF3
AGER	PTGS2
CDCA7L	AR
SHCBP1	ESR1
WISP1	CFB
NRG1	CEBPA
MKI67	APOD
HELLS	MMP12
ASPM	IL2RA
MCM10	RUNX3
IQGAP3	NR4A1
KIF20B	HSF4
MARCKSL1	CD274
BIRC5	ALDH3A1
RACGAP1	IFIT3
ROR2	FGF7
CHEK1	IL7R
TNC	CLEC11A
CDH3	WFDC1
SFRP2	AGAP2
E2F8	FLT3L
E2F7	FOLR2
SOX4	LIMS2
CDC20	GAPT
CENPF	SERPINF1
PTN	NR1D1
WNT4	FGF16
IRF6	BMPR1B
F2RL1	SERPINE2
FOXM1	IGHD
HMGA2	F3
MYCN	WNT10B
CD40	TRPV2
CDC6	CD28
MMP14	MLXIPL
TACC3	SIX1
EDN1	CPEB1
HMGB2	CYR61
SMARCA1	PTGIR
LAMC2	ECM1
GPC3	THPO
PROX1	CX3CL1
VASH1	ITGB2
CD276	ABCB1A
RNASEH2B	THRB
NASP	H2-M3
BLM	TOB2
ORC1	CHD5
NKX2-5	MUSTN1
CDK2	SAMD9L
TFRC	FTH1
LOXL2	PODN
CXADR	PTPRC
CASP3	FCGR2B
SLIT2	S100B
CAV3	FOSL2
DBN1	ATF5
EFNB2	COL18A1
FN1	BTG2
CDH5	PTPRU
SMYD2	COL4A3
TNFRSF13C	IL15
CDKN1C	NOV
DOT1L	FBLN1
RPS6KA2	JUN
SNAI2	PTAFR
MEG3	ADRB2
RIAN	SPN
RRM1	HAVCR2
HAS2	IL33
GM13275	RORA
DDR1	LRP1
ATPIF1	NTN1
GATA6	ITGAM
ERBB2	LEFTY1
MCM7	PID1
DISC1	GAS6
SCARB1	CST3
CTPS	EGR3
PTPRK	NAMPT
PTPRF	PDGFD
EDNRA	CD37
CD24A	CD9
SLC25A5	SLC11A1
TEK	CNN1
TRIM35	MVP
CNOT6	ANGPT1
KDM5B	H2-T23
PICALM	DOCK8
	TSPO
	CD86
	NACC2
	SPHK2
	HCLS1
	IRS2
	ZFP36
	CDKN1A
	TRF
	SLFN1
	IGFBP4
	RHBDD1
	DPT
	TNS2
	DOCK2
	NCF1
	PIK3CB
	APOE
	PAWR
	CD46
	CSF1
	IRF1
	CNTFR
	TACC2
	TGFBR3
	NUPR1
	BCL2
	VIPR2
	PTTG1
	TLR4
	RUNX2
	HYAL1
	IGFBP5
	CSF1R
	NCOA3
	PAK1
	PDE5A
	BRIP1
	CORO1A
	IFITM3

Genes are sorted according to fold change with the highest fold change at the top of the list.

**Figure 4:**
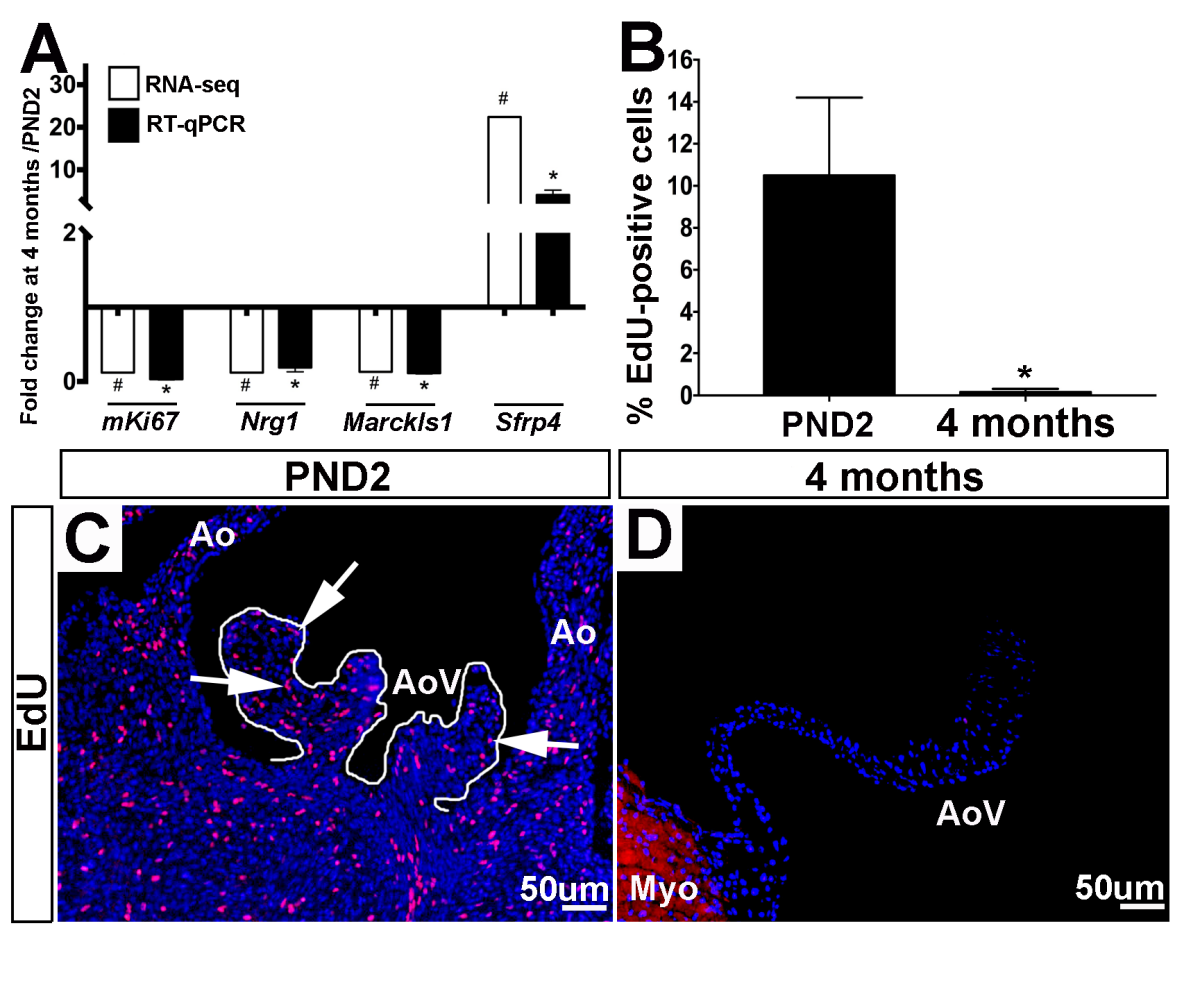
Positive regulators of cell proliferation are enriched at PND2 in murine aortic heart valves. **(A)** RT-qPCR performed on independent samples (black bars) validates the RNA-seq fold change (white bars) trends for proliferation-related genes. Expression is normalized to 1, indicated by the x-axis. (n=3, *:*p*<0.05; two-tailed unpaired *t*-test, #:FDR<0.05). **(B)** Quantification of 5-ethynyl-2′-deoxyuridine (EdU) positive cells as a percentage of total cell nuclei (indicated by DAPI, blue) at PND2 and 4 month time points. (n=3, *:*p*<0.05, two-tailed unpaired *t*-test). **(C)** Representative images of staining for incorporation of EdU into replicating DNA (white arrows point to EdU-positive cells) reveals high levels of proliferation in PND2 AoV as compared to **(D)** EdU staining in 4 month old aortic valve. Ao, aorta; AoV, aortic valve; Myo, myocardium.

### Postnatal and Adult Aortic Valves Have Distinct Extracellular Matrix mRNA Programs

As indicated by the GO term z-score in Figure 3A, the overall expression of ECM transcripts does not significantly increase or decrease with age, yet there are considerable differences in the specific ECM-related mRNAs that are expressed between the two time points (Table 3). Matrix metalloproteinases, or Mmps, are known to be expressed in both healthy and diseased valves and are associated with physiological and pathological remodeling of the ECM respectively (29–31). Also known as stromelysin-1, Mmp3 targets degradation of proteoglycans, collagens, and elastins (32) and this Mmp family member has been described in cancer (33, 34), but little is known about Mmp3 in mouse valves. 

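Mmp3 (ENSMUSG00000043613) lies on chromosome 9 of mm10 from 7445822 to 7455972. Its values were 1.10, 1.15 and 1.41 RPKM in the 3 libraries of PND2, with a mean of 1.22 ± 0.165 (SD, n = 3), and 90.8, 64.2 and 103 RPKM in those of 4 months, with a mean of 86.1 ± 20.0. The means differed 70.7-fold. On the log2(RPKM + 0.1) scale the fold change was 6.01 (standard error 0.20, limma adjusted p = 1.2e-05), and it stayed between 5.87 and 6.21 with each library left out in turn. Every library of 4 months lay above every library of PND2 (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).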

In this study, *Mmp3* increased from 1.22 reads per million kilobases (RPKM) at PND2 to 86.14 RPKM at 4 months. This significant increase was confirmed by RT-qPCR (Figure 5A,B) and immunofluorescence of aortic valve tissue sections, where Mmp3 is localized primarily to the sub-endothelial region of the leaflet (Figure 5B, Figure S1). In our previous VEC RNA-seq study, *Mmp3* transcript was not detected in the VEC population at any time point (4), and this is consistent with predominant expression of the protein in VICs; largely those close to the sub-endothelial location at 4 months (arrows, Figure 5C, Figure S1). In this study we show that the basement membrane ECM protein *Nidogen 2* (*Nid2*) was more highly detected in PND2 samples at 76 RPKM, while only 15 RPKM were detected at 4 months. This expression pattern was confirmed by RT-qPCR (Figure 5D) and immunofluorescence data shows broad Nid2 localization in both VECs and VICs at PND2, but more localized within the endothelial cell layer at 4 months (Figure 5E,F, Figure S1), and this pattern of decreased expression with maturation is consistent at the RNA level in VECs as previously described (4). These data show that PND2 and 4 month old aortic valves have distinct ECM-related transcriptional profiles associated with growth and maintenance respectively.

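Nid2 (ENSMUSG00000021806), on chromosome 14 of mm10 from 19751257 to 19811787, had 76.9 ± 6.55 RPKM (SD, n = 3) at PND2 and 15.6 ± 1.35 at 4 months. The 4 month mean was 0.202 of that at PND2. Its log2 fold change was -2.30 (standard error 0.11, limma adjusted p = 3.1e-05) and stayed between -2.37 and -2.23 with each library left out in turn. Nid2 overlaps 2700060E02Rik on the opposite strand.

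**Figure D3:**
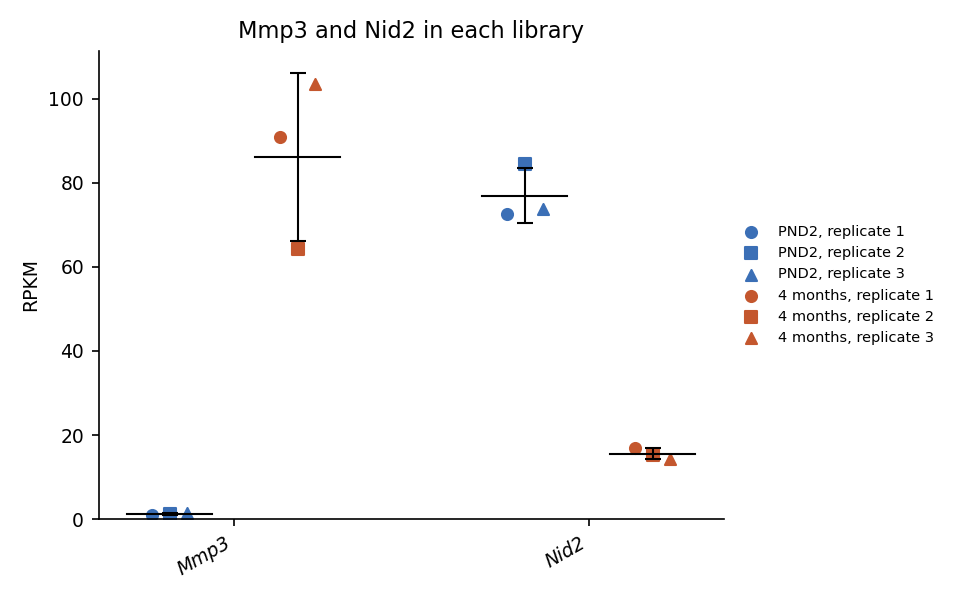
RPKM of Mmp3 and Nid2 (vertical axis) in each of the 6 libraries, with blue for PND2, orange for 4 months and a symbol for each replicate; black bars give the mean and SD of the 3 libraries of an age. Mmp3 is higher in every library of 4 months and Nid2 in every library of PND2.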

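The changes within the extracellular matrix list were spread over abundant and rare transcripts. Elastin (Eln) and fibronectin (Fn1), chosen after their values were seen, fell from 7592 ± 2322 to 569 ± 135 RPKM and from 597 ± 104 to 216 ± 47.3 RPKM. Their log2 fold changes were -3.72 and -1.48 (limma adjusted p = 1.5e-04 and 0.00137). Eln had the highest mean RPKM at PND2 among nuclear protein-coding genes.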

**Figure 5:**
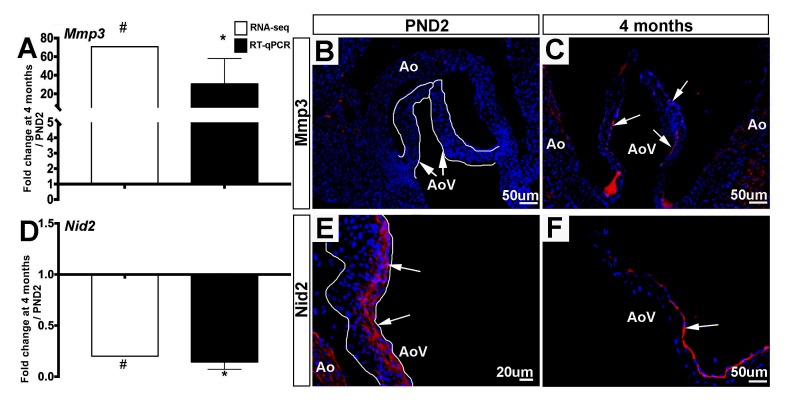
ECM molecular profiles between PND2 and 4 month old murine aortic valves are distinct.** (A)** RT-qPCR performed on independent samples (black bars) validates the trends seen in RNA-seq data (white bars). Expression is normalized to 1, indicated by the x-axis (n=3, *:*p*<0.05; two-tailed unpaired *t*-test, #:FDR<0.05). **(B)** Immunofluorescence staining for Mmp3 reveals low expression at PND2 compared to **(C)** 4 months (white arrows indicate Mmp3-positive cells). **(D)** RT-qPCR performed on independent samples (black bars) validates the trends seen in RNA-seq data (white bars) for ECM gene *Nid2*. Expression is normalized to 1, indicated by the x-axis (n=3, *:*p*<0.05; two-tailed unpaired *t*-test, #:FDR<0.05). **(E)** Immunofluorescence staining for Nid2 reveals high expression atPND2 (white arrows indicate Nid2-positive cells) compared to **(F)** Nid2 staining at the 4 month timepoint. Ao, aorta; AoV, aortic valve.

**Table 3:** Genes included in the “Extracellular Matrix” GO term.

**Downregulated at 4 months**	**Upregulated at 4 months**
S100A9	MYOC
COL24A1	MMP3
BMP7	GLDN
2010005H15RIK	CHAD
CTHRC1	MMP10
FREM2	COMP
COL26A1	ENTPD2
ELN	LAMC3
COL9A1	CILP2
FREM1	SOD3
ADAMTS12	FBLN7
FRAS1	NPNT
MFAP2	PRELP
ADAMTS17	MMP12
WISP1	COL4A6
HMCN1	VIT
LAMA1	CCBE1
COL12A1	CPXM2
ACAN	OPTC
TNC	SERPINF1
FREM3	SERPINE2
LAMB1	F3
LOX	CRISPLD2
EMILIN3	WNT10B
TFPI2	EPYC
NID2	AEBP1
PTN	CYR61
WNT4	ECM1
MMP15	ECM2
FBLN2	PODN
MMP14	SMOC2
TPSB2	COL5A3
PXDN	TIMP3
LAMC2	SMOC1
GPC3	COL18A1
ADAMTS9	DCN
GPC2	HIST1H4C
NID1	COL4A3
LOXL2	NOV
ANGPTL4	FBLN1
SLIT2	SPARCL1
WNT5B	SPN
VCAN	NTN1
CMA1	RARRES2
FN1	CST3
COL5A1	LGALS3BP
COL5A2	IGFBP7
LAMA3	VWA1
P3H1	MGP
TUBB5	TNXB
AGRN	COL15A1
SFPQ	BGN
ITGA6	THSD4
LAMC1	HIST1H4A
SLC25A5	TRF
CD93	LAMB2
COL4A1	DPT
	LMCD1
	APOE
	ADAMTSL5
	TGFBR3

Genes are sorted according to fold change with the highest fold change at the top of the list.

### Gene Ontology Defense Response Markers Are Highly Enriched in 4 month Old Aortic Valves

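Of the genes listed for defense response in Table 4, 162 were higher and 47 lower at 4 months, a share of 77.5% higher (Wilson 95% confidence interval 71.4 to 82.6%, treating genes as independent). Ccl19, which overlaps a gene on the opposite strand, rose from 3.41 ± 1.14 RPKM (n = 3) at PND2 to 96.8 ± 12.8 at 4 months, a 28.4-fold difference with a log2 fold change of 4.84 (standard error 0.26, limma adjusted p = 4.5e-05). Ptgs2 rose 13.8-fold, from 1.29 ± 0.465 to 17.8 ± 7.47 RPKM (limma adjusted p = 3.6e-04). Cxcl9 stayed below 1 RPKM on average at both ages. It rose from 0.0335 ± 0.0340 to 0.833 ± 0.220 RPKM, with a log2 fold change of 2.81 (limma adjusted p = 0.00164), and its 24.8-fold ratio of means rests on few reads at PND2. It was 16.6 without PND2 replicate 3, and without PND2 replicate 1 only a bound of at least 25.0-fold can be given. Rarres2 rose 3.06-fold, from 70.8 ± 5.35 to 217 ± 48.3 RPKM (limma adjusted p = 5.3e-04), and overlaps Lrrc61 on the opposite strand. Icam1, Apoe, Csf1, Bcl2 and Tlr4, also in Figure 6A, rose between 2.15-fold (Tlr4) and 3.54-fold (Icam1). Their limma adjusted p ran from 1.5e-04 for Icam1 to 0.00260 for Apoe, and Bcl2 overlaps other genes.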

As shown in Figure 6A and Table 4, a large majority (77%) of defense response genes are most highly expressed in aortic valve structures at 4 months of age and include *Ccl19, Ptgs2* and *Cxcl9*. The increased expression of *Ptgs2* (also known as *Cox2*) (Figure 6B,C) and *Rarres2* (also known as *﻿Tig2*) (Figure 6D,E) are confirmed here by immunofluorescence. Ptgs2 is an enzyme involved in the synthesis of prostaglandins which are known to mediate pain and inflammation responses (35), and has been described in the valve as a pro-osteogenic marker (36). Consistent with this previous valve study, we observed expression towards the endothelium at 4 months of age (Figure 6C, Figure S1), and this is consistent with RNA expression in the VEC population (4). Like Ptgs2, Rarres2 is also known to regulate inflammation and has been linked with hypertension (37), a known risk factor of aortic valve stenosis (38). By immunofluorescence, Rarres2 is widely expressed throughout the valve leaflet including VECs and VICs at 4 months of age, which is a significant increase compared to PND2 (4). 

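The 162 defense response genes that rose had a median log2 fold change of 1.85, and the 47 that fell one of -1.96. Of all these genes, 204 passed a fold change over 2 with a limma adjusted p under 0.05.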

Overall, our RNA-seq data shows that expression of defense response-related genes increases with age in the murine aortic valve.

**Figure 6:**
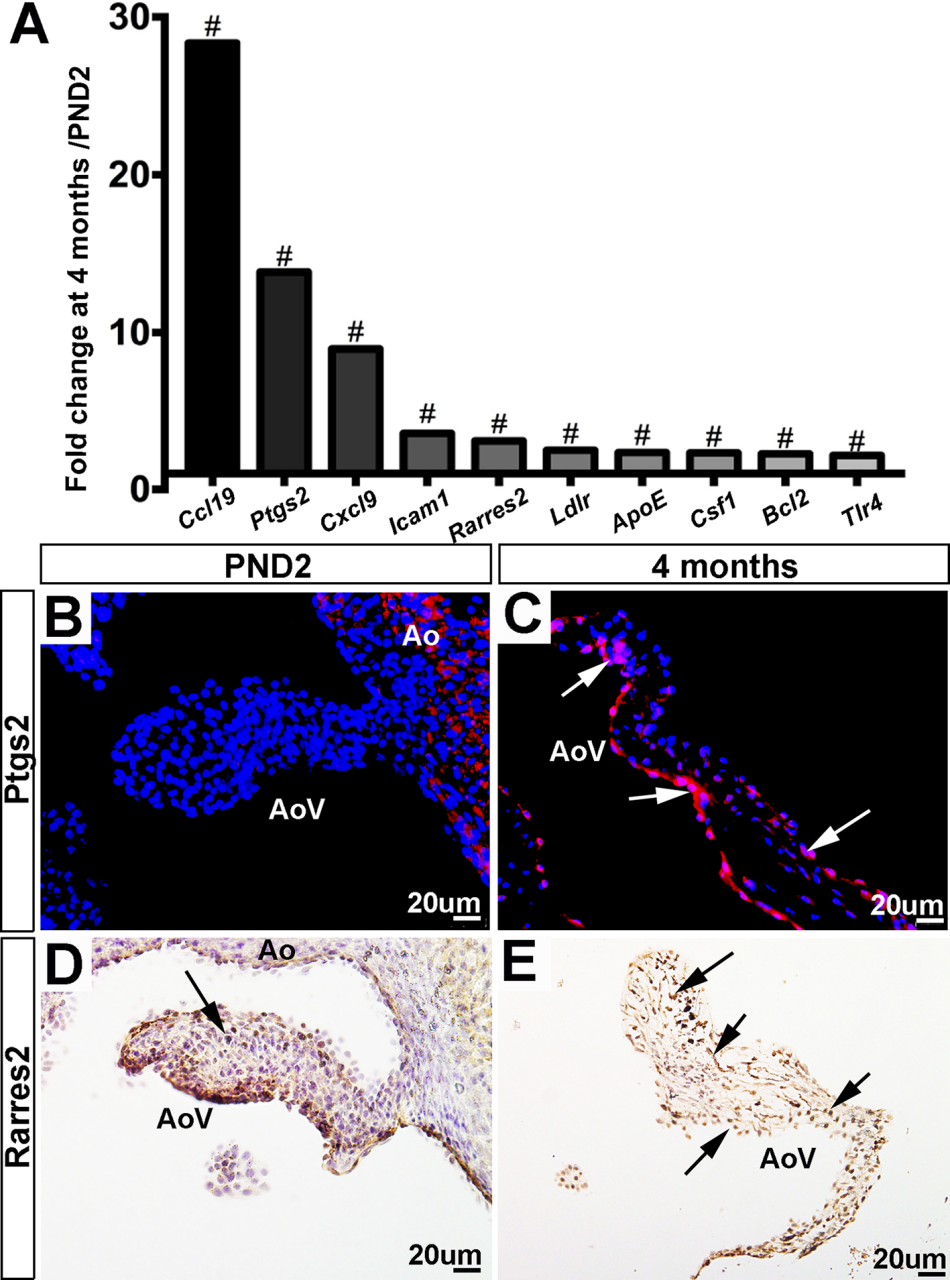
Expression of defense-related genes increases with valve maturation. **(A)** RNA-sequencing fold changes of defense-related genes. Expression is normalized to 1, indicated by the x-axis (#:FDR < 0.05). **(B)** Immunofluorescence staining for Ptgs2 validates RNA-seq trends, showing low expression at PND2 compared to **(C)** Ptgs2 staining at the 4 month time point (white arrows indicate Ptgs2-positive cells). **(D)** Immunofluorescence staining for Rarres2 validates RNA-seq trends, showing low expression at PND2 compared to **(E)** Rarres2 staining at the 4 month time point. Ao, aorta; AoV, aortic valve.

**Table 4:** Genes included in the “Defense Response” GO term.

**Downregulated at 4 months**	**Upregulated at 4 months**
AGTR2	CFD
S100A9	ADIPOQ
CITED1	HAMP
IGF2	HP
COLEC10	CD74
NGP	CCL8
C1QTNF3	H2-AA
CRH	H2-EB1
S100A8	H2-AB1
IL31RA	CLEC10A
ADAMTS12	GM2564
CHAF1B	CCL19
AGER	CCL11
PBK	C4B
ULBP1	C4A
RNASEL	PTGFR
RAET1E	BCL6
ELF3	ITGAX
BRINP1	PTGS2
RAET1D	ESR1
F2RL1	CFB
CD40	APOD
LCK	IL2RA
MASP1	H2-Q7
TPSB2	FFAR4
MDK	CXCL9
EDN1	ITIH4
HMGB2	SLAMF7
SLFN9	C1S1
CPA3	IFIT3
CD276	C1S2
TSPAN6	GBP2
TYRO3	FGF7
CASP6	C1RA
CCR1	C1RB
SLIT2	WFDC1
FN1	OAS2
GM13275	GPR17
GGT5	PELI3
HYAL2	MYLK
EDNRA	CFH
CD24A	ISG20
FANCA	H2-K1
TRIM35	SERPINF1
SUSD4	NR1D1
CD93	CLEC7A
SLC35B3	BMPR1B
	C1RL
	F3
	LYZ1
	TGTP1
	SLAMF8
	TGTP2
	ITK
	HRH1
	ALOX5
	CD28
	NR1H3
	PSTPIP1
	IRAK3
	LYZ2
	H2-D1
	TAP2
	APOBEC1
	GNG7
	PTGIR
	ECM1
	CX3CL1
	ITGB2
	CD14
	CCRL2
	HIST2H3C2
	GBP6
	GBP10
	H2-M3
	C3
	MILL2
	SERPING1
	CYBB
	PTPRC
	FCGR2B
	RAB7B
	HIST1H2BE
	TRIM30A
	NFKBIZ
	ICAM1
	SLFN8
	IFIH1
	HIST1H2BJ
	FAS
	IL15
	NOV
	PTAFR
	MAP1A
	CASP1
	MYO1F
	ADRB2
	FGF14
	HIST1H2BC
	SPN
	HAVCR2
	IL33
	B2M
	COLEC12
	RORA
	ITGAM
	TAP1
	RARRES2
	CST3
	ZC3H12A
	IRGM2
	NAIP5
	HIST1H2BL
	IGTP
	PNMA1
	HIST1H2BK
	CD37
	TLR8
	SLC11A1
	MGLL
	IL17RE
	HIST1H2BN
	CADM1
	H2-T23
	HERC6
	CD86
	SETD6
	ZFP36
	THEMIS2
	LDLR
	HFE
	C1QA
	IGFBP4
	LMCD1
	ALOX5AP
	NCF1
	GBP8
	APOE
	TNFRSF25
	SERPINB9
	CD46
	CSF1
	IRF1
	NUPR1
	BCL2
	STAR
	DRD1
	PIK3AP1
	IRF8
	TLR4
	TLR3
	BIRC3
	HYAL1
	CSF1R
	C1QB
	UNC93B1
	TRIM21
	PDE5A
	PTGIS
	CORO1A
	AOAH
	IFITM3

Genes are sorted according to fold change with the highest fold change at the top of the list.

## Discussion

This current study explores transcriptional differences in PND2 and 4 month old murine aortic valve expression profiles with the goal of identifying genetic programs representative of valve growth and valve maintenance, respectively. Long term, this may be important for the development of alternative therapies; specifically, those exploring the growth or regenerative capacity of adult diseased valves. Our results indicate that at PND2, dynamic leaflet growth is associated with a unique transcriptional profile compared to homeostatic adult valves at 4 months. 

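Among the 4452 genes with a limma adjusted p under 0.05 and a fold change over 2, 2259 were higher and 2193 lower at 4 months, a share of 50.7% higher (Wilson 95% confidence interval 49.3 to 52.2%, treating genes as independent). RPKM values are relative to each library's total, so this balance depends on the scaling. The median log2 fold change of all genes tested was -0.14, and scaling each library by its median log2 ratio moved it to -0.02. With that scaling 2588 genes were higher and 1804 lower, a share of 58.9%. Leaving out 1 library gave shares from 47.5% (without 4 month replicate 1) to 53.0% (without PND2 replicate 3).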

Of the 23,303 detectable genes in our RNA-seq data, the number of differentially expressed transcripts found to be up and down regulated at each time point were approximately equal, suggesting that gene transcription patterns were not overtly altered, but rather transitioned from a postnatal to adult expression profile. Such profiles are related to enriched biological functions including cell proliferation at PND2 and defense response at 4 months of age. Interestingly, ECM components were enriched at both time points, but the associated mRNA profiles were unique. Together these analyses contribute to the current knowledge and further advance our understanding of the molecular signatures and biological functions characteristic of the whole aortic valve structure at PND2 and 4 months. provide critical information related to genetic programs in the growing and homeostatic heart valve.

PND2 murine aortic valves are defined by a specific transcriptional profile including the unique expression of 602 genes (Figure 1C, Table 1) that were not detected at 4 months of age. In addition, 1,801 transcripts were upregulated at PND2, while 1,858 were decreased compared to the adult homeostatic valve. According to Gene Ontology analysis, many of the transcripts enriched at PND2 suggest an overall upregulation of active cell proliferation by a specific set of genes. These include increased expression of those associated with active cell division (*Ki67, Aurkb*), pro-proliferation markers (*Bub1, Cdk1, Foxm1, Nrg1*) (27, 39, 40) and decreased expression of proliferation inhibitors (*Nox4, Sfrp*) (41–44). This specific expression profile of cell proliferation markers supports EdU observations and represents active elongation of the immature valve structure. It will become important to understand how this molecular signature of cell proliferation is downregulated after maturation is complete and explore the potential of re-introducing key regulators to stimulate cell division and replenish dysfunctional cell populations in the adult following injury or disease.

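Aurkb fell from 4.75 ± 1.56 RPKM (n = 3) at PND2 to 0.468 ± 0.135 at 4 months, Bub1 from 3.69 ± 1.56 to 0.238 ± 0.0349 and Cdk1 from 15.3 ± 4.57 to 0.802 ± 0.228. Foxm1, which overlaps other genes on its own strand, fell from 4.93 ± 1.20 to 1.09 ± 0.0707 RPKM. Their log2 fold changes were -3.07, -3.41, -4.07 and -2.05, with limma adjusted p from 1.3e-04 (Cdk1) to 8.7e-04 (Foxm1). Nox4 rose from 2.26 ± 0.396 to 61.6 ± 7.69 RPKM, a log2 fold change of 4.71 (standard error 0.17, limma adjusted p = 1.4e-05). No library of one age fell within the range of the other for these 5 genes.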

In addition to high levels of cell proliferation, the PND2 valve is characterized by a specific ECM mRNA profile (Table 3) which likely corresponds to the mechanical demands during the postnatal period. 

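The libraries held 43 collagen genes above the filter on low values. Of these, 28 had a limma adjusted p under 0.05, and with a fold change over 2 as well, 9 were higher and 14 lower at 4 months. Col24a1 fell from 12.8 ± 5.44 RPKM (n = 3) at PND2 to 0.107 ± 0.0270 at 4 months, a log2 fold change of -5.89 (standard error 0.33, adjusted p = 5.1e-05 by limma). Col9a1 fell from 23.2 ± 9.54 to 1.85 ± 1.22 RPKM (-3.67 on the log2 scale, limma adjusted p = 0.00130). Col5a1 was lower at 4 months by a smaller factor, with 305 ± 54.3 and 119 ± 12.7 RPKM and a log2 fold change of -1.35 (limma adjusted p = 8.0e-04). By mean RPKM at PND2, Col5a1 ranked 8, Col9a1 18 and Col24a1 23 of the 43. Col3a1 and Col1a1 were the most abundant collagens at both ages and fell from 1412 to 824 RPKM and from 956 to 524 RPKM (limma adjusted p = 0.00618 and 0.0119). Col24a1 and Col5a1 overlap other annotated genes.

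**Figure D4:**
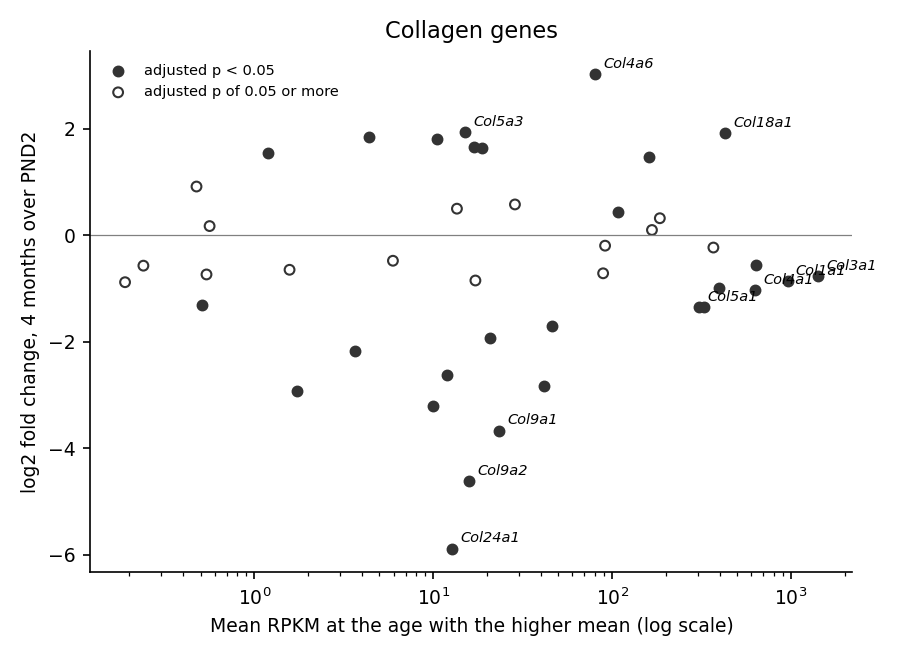
Log2 fold change between the ages (4 months over PND2, vertical axis) of the 43 collagen genes against the mean RPKM at the age with the higher mean (horizontal axis, log scale); filled points have an adjusted p under 0.05 and open points one of 0.05 or more. Col24a1, Col9a2 and Col9a1 show the largest falls among labelled genes, and Col4a6 the largest rise.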

When comparing PND2 to 4 months, RNA-seq analysis reveals significant enrichment of highly expressed fibrillar collagens including *Col24a1*, *Col9a1*, and *Col5a1*, indicating the need for additional stability as the growing postnatal valve adapts to hemodynamic changes in response to closing of the foramen ovale (45, 46). 

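Frem1 fell from 4.68 ± 1.05 RPKM (n = 3) at PND2 to 0.436 ± 0.126 at 4 months, and Frem2 from 7.87 ± 0.650 to 0.522 ± 0.219 RPKM. The log2 fold changes were -3.16 (standard error 0.29, limma adjusted p = 3.4e-04) and -3.74 (standard error 0.29, limma adjusted p = 1.9e-04). Frem1 and Frem2 were higher in every PND2 library than in any library of 4 months.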

RNA-seq analysis also uncovered higher PND2 levels of ECM proteins such as *Frem1/Frem2* and *Nidogen2* (*Nid2*), which have been shown to stabilize basement membranes underlying endothelial cells and may provide further structural integrity to the developing valve (47, 48). Besides identifying the enrichment of differentially expressed fibrillary collagens and specific proteoglycans, RNA-seq analysis shows that the PND2 valve also expresses a distinct profile of ECM enzymes, such as *Mmp15* and *Adamts17*, indicating the need for physiological remodeling during growth and maturation

The 4 month adult valve is physically and molecularly distinct from the postnatal valve, with elongated leaflets containing distinct layers of collagen, proteoglycan, and elastin (Figure 1B). 

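Cfd, on chromosome 10 of mm10 from 79890853 to 79892656, had at most 1 read in a PND2 library and 217, 955 and 172 RPKM in the 4 month replicates 1 to 3. It was at least 4467-fold higher at 4 months when 3 reads are taken as the limit at PND2, with a limma adjusted p of 3.8e-05. Without 4 month replicate 2 it was at least 1942-fold higher, and its log2 fold change went from 11.54 to 10.77, which depends on the 0.1 added to each value. Retnla, on chromosome 16 from 48842552 to 48844461, had 125, 115 and 76.6 RPKM in the 4 month replicates and was at least 680.0-fold higher than at PND2 (limma adjusted p = 6.1e-06). Clec3a varied between the 4 month replicates, with 31.3, 109.6 and 171 RPKM, against 0.223 ± 0.337 RPKM (n = 3) at PND2. Its log2 fold change of 8.55 (standard error 0.85, limma adjusted p = 4.5e-04) became 9.38 without PND2 replicate 2 and 9.26 without 4 month replicate 1.

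**Figure D5:**
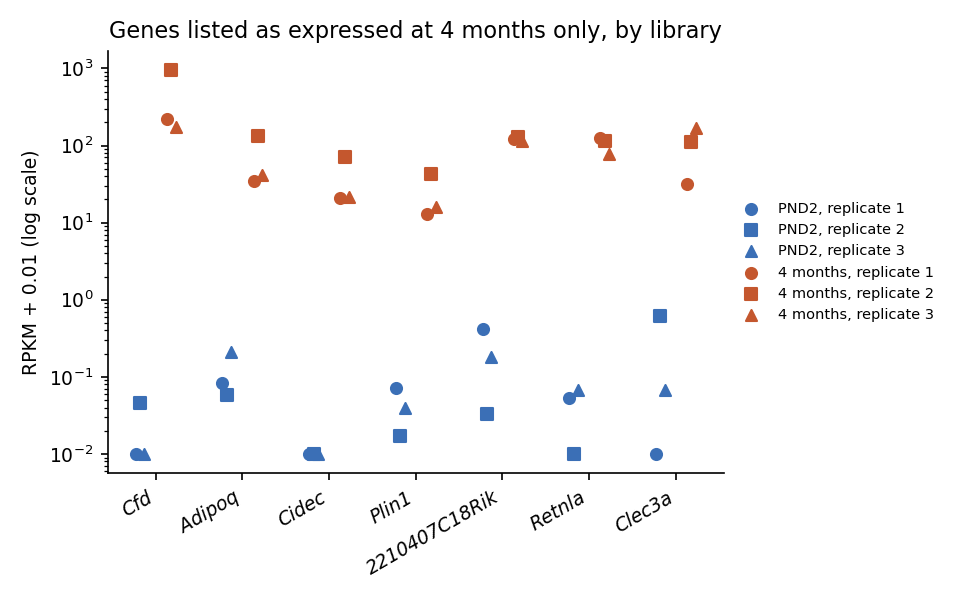
RPKM plus 0.01 (vertical axis, log scale) of genes in the 4 month column of Table 1, in each library; blue marks PND2, orange 4 months, and the symbol gives the replicate. Cfd, Adipoq, Cidec and Plin1 are highest in 4 month replicate 2, and 2210407C18Rik, Retnla and Clec3a are not set apart in that replicate.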

At this time point, 477 transcripts were found to be uniquely expressed, with the most abundant unique mRNAs including *Cfd*, *Retnla*, and *Clec3a*. In contrast to the PND2 aortic valve, the adult valve displays significantly decreased levels of cell proliferation, likely due to increased expression of proliferation inhibitors and lack of enrichment of positive regulators. At 4 months, the valve ECM is diverse compared to PND2 (Table 3) and likely reflects differences in biomechanical demand in response to the adult circulatory system (49, 50). Similar to the PND2 valve, collagens and proteoglycans are predominant. However, the most highly differentially expressed collagens are those associated with basement membranes, including *Col4a6* and *Col18a1*, which act as a cell scaffold to maintain current cell populations and cell integrity as opposed to providing support for high cell turnover. In addition, the proteoglycan profile is moved towards enrichment of decorin (*DCN*) and biglycan (*BGN*) consistent with previous studies in aging pigs (51). Furthermore, the contribution of ECM remodeling enzymes is shifted to *Mmp3* and its inhibitor *Timp3* at 4 months, possibly indicating a differential need of the ECM to sustain homeostasis. 

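Among the 43 collagen genes, Col4a6 had the largest rise, from 9.76 ± 1.37 RPKM (n = 3) at PND2 to 79.9 ± 8.52 at 4 months, a log2 fold change of 3.02 (standard error 0.13, limma adjusted p = 2.6e-05). Col18a1 rose from 113 ± 13.4 to 427 ± 53.2 RPKM, a log2 fold change of 1.92 (standard error 0.13, limma adjusted p = 1.2e-04). Between them in rank was Col5a3, chosen after its value was seen, with 3.79 ± 0.472 and 15.1 ± 3.35 RPKM. Col4a1 and Col4a2, the more abundant basement membrane collagens at PND2, fell from 626 to 307 RPKM and from 396 to 199 RPKM (limma adjusted p = 0.00108 and 0.00150). Col4a6 overlaps annotated pseudogenes, and Col18a1 overlaps Slc19a1 on the opposite strand.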

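Dcn rose from 1054 ± 60.0 RPKM (n = 3) at PND2 to 3961 ± 506 at 4 months and Bgn from 748 ± 172 to 1969.7 ± 219, which are 3.76-fold and 2.63-fold differences (limma adjusted p = 2.7e-04 and 0.00181). Of 12 small leucine-rich proteoglycan genes written down without reference to these libraries, 11 were higher at 4 months and 12 had a limma adjusted p under 0.05, with a median log2 fold change of 1.95. Adjusted over the list alone, 12 passed as well. Prelp, one of the list, rose 11.2-fold.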

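Timp3 rose from 127 ± 20.9 RPKM (n = 3) at PND2 to 502 ± 139 at 4 months, a 3.95-fold difference with a log2 fold change of 1.96 (standard error 0.21, limma adjusted p = 6.3e-04). Timp3 lies within Syn3 on the opposite strand. Other inhibitors and a pair of other metalloproteinases, chosen after their values were seen, moved less or the other way. Timp2 rose 1.65-fold (limma adjusted p = 0.00419), while Timp1 had 103 ± 19.0 and 101 ± 48.1 RPKM with no detectable difference (limma adjusted p = 0.815). Mmp14 fell from 180.2 ± 21.5 to 43.4 ± 5.58 RPKM (limma adjusted p = 9.0e-05). Mmp2 fell from 411 ± 81.9 to 251 ± 40.5 RPKM, with a limma adjusted p of 0.0222 that passed 0.05 in 4 of the 6 fits that each left out 1 library (highest 0.0720).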

Previous studies have suggested correlations between VIC phenotype and ECM composition (52, 53) and therefore we anticipate that our findings at 4 months are related to the quiescent VICs, while the diversity at PND2 is dictated by proliferative and active VICs.

One of the most prominent differences in expression profiles between the PND2 and 4 month aortic valve is the considerable upregulation of defense-related transcripts at the older time point, indicating increased immune system activation with valve maturation (Figure 6, Table 4). Previous studies from other groups have shown that the appearance of immune markers such as *Ptgs2* and *Rarres2* precedes the onset of disease both in the heart valve and other cardiovascular systems (36, 37). In addition, there is increasing evidence to suggest that inflammation in the valve is an initial homeostatic repair mechanism activated in response to minor valve injuries sustained throughout life, but that this repair mechanism may become pathogenic if overactive or long-lasting [reviewed (54)]. Our study suggests that some level of activation of the immune system in the valve is present at 4 months of age under homeostatic conditions, however, it is not clear whether these defense markers are an early indication of valve degeneration, or a root cause of disease themselves. Further investigation into target genes such as *Cfd* and *Adipoq* will give insight into the possible role of defense response genes in valve disease therapeutics.

Our data shows that postnatal heart valves contain highly proliferative VICs producing a distinctive set of postnatal ECM proteins, while adult VICs are mainly quiescent and are associated with a very different ECM composition as well as increased defense response markers. A limitation of our study is that RNA-seq analysis was performed on whole valve tissue and therefore RNA profiles cannot be distinguished between VEC and VIC populations, however IHC studies shown here, in combination with a previous study from our group (4) support enrichment towards one cell type. Nonetheless, we have unveiled multiple conceivable processes that contribute to postnatal valve maturation and maintainence that pave the way for elucidiating mechanisms underlying valve defects present at birth and those acquired later in life. Furthermore, the basic priciples of cell proliferation and ECM remodeling may also be applied to valvulogenesis and congenital valve malformation. From here further research is needed to determine how findings in this study can be used to develop alternative therapeutic strategies to promote self-repair, replenishment and regeneration of valve cell populations in pathogenesis.

## Ethics Statement

All animal procedures were approved by The Research Institute at Nationwide Children’s Hospital Institutional Animal Care and Use Committee (Protocol # AR13-00054).

## Author Contributions

The experimental data was collected by EN, and RNA-seq performed and analyzed by CN. Additional analysis of RNA-seq data was undertaken by SL. EN and JL generated the manuscript with input from SL. The entire study was overseen by JL.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

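Aortic valves of C57BL/6J mice were sequenced at postnatal day 2 and at 4 months, with 3 libraries per age, each from a pool of 5 to 6 mice. The libraries were taken as independent. The authors filtered and trimmed the reads, aligned them to mm10 with TopHat and counted them on Ensembl genes and exons with easyRNASeq. The deposited values are RPKM per gene and per exon, before the authors' read minimum and floor.

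Genes were joined by Ensembl ID, and positions are those of mm10. Of 46983 genes, 14027 had no reads in any library. Whole reads were recovered from each RPKM value, its exonic length and the library total, and served for limits of detection. Library totals ran from 23810507 to 38994657. Mitochondrial genes held 5.44 to 9.60% of the reads on genes. A gene with at most 3 reads in every library of an age was placed at the RPKM of 3 reads, and its fold change is given as a lower bound. Such limits and the confidence intervals cover counting error only.

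Fold changes and p-values come from limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.1), with eBayes and a trend, for genes with an RPKM of at least 0.1 in 3 libraries. Gene lists were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera at the estimated correlation. Exon usage was tested with limma's diffSplice on exons with an RPKM of at least 1 in 3 libraries. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and tables were read in R with data.table 1.17.8.

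The main settings, the alternatives and the lists were set before the data were examined. The alternatives for the gene tests were pseudocounts of 1 and 0.01, no filter, an RPKM of at least 1 and no trend. The study's per-gene unequal-variance test, folds from mean RPKM, median scaling, quantile normalization and a replicate block were others. So were values floored at the equivalent of 10 reads, and each library left out in turn. Alternatives for exons and for detection at one age were also set and are given with their results. Added after the data were seen were voom on the recovered reads, Xist as a covariate, the study's read minimum, floor and per-gene test together, 3 further exon settings (every exon, voom weights, and a mean of 50 reads), and the study's read minimum for genes at one age only, with and without its test and with detection over 0.3 and over 1 RPKM.

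Genes are named when the study names them, when they belong to a list, or when they are among the 5 largest rises or falls with a mean of at least 5 RPKM. Others are said to have been chosen after their values were seen. The 25 lists cover mitotic cell cycle, DNA replication, adipocyte, brown adipocyte, cardiomyocyte, smooth muscle, erythroid, neutrophil, macrophage, MHC class II, T cell, B cell, mast cell, endothelial, Schwann cell, melanocyte, cartilage, interferon, immediate early and heat shock, imprinted growth, fibrillar collagen, basement membrane collagen, small leucine-rich proteoglycan, Y-linked and replication-dependent histone genes. The study's term enrichment was not analysed here.

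The steps were tested on simulated data. Of 200 planted genes limma found 100% with 19 false calls, and the study's per-gene test found 0% at an adjusted p under 0.05. Only 200 of 26469 simulated genes were changed, which makes the adjustment stricter than in the real libraries. There the study's test called 1941 genes, so the 0% does not give its power on these data. The exon test found 100% of the planted exons but also made 212 calls in unchanged genes, against 6 with voom weights, so single exon calls are uncertain.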

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

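The tests of short exons, of a smaller share of cardiac muscle and of stress during dissection were chosen only after the results were seen.

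The paper does not analyse the exon values. Exon usage changed at 2825 exons of 1983 genes, with 1284 higher at 4 months. Only 19.2% of these were also called with voom weights, so few reads on short exons are a likely source of many of them. More 3' bias at 4 months would lower usage at 5' exons and raise it at 3' exons. Of the called exons nearest the 5' end, 42.6% had higher usage at 4 months (623 higher, 841 lower), and of those nearest the 3' end 310 were higher and 243 lower. With voom weights the counts were 140 and 193 at the 5' end and 168 and 119 at the 3' end. The median 5' over 3' ratios of the libraries overlapped between the ages (exact permutation p = 0.4), but 3 libraries against 3 are too few to decide, so a difference in 3' bias stays open. An exon of 273 bases in Fn1 (chromosome 1 from 71613763 to 71614035) had a log2 usage change of -2.06, and -2.04 with voom weights. It keeps the reading frame and is in 1 of 7 coding transcripts spanning it. Developmental splicing is a possible explanation for it and was not tested further.

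Xist, outside the genes discussed, reached 109.9 RPKM in 4 month replicate 2, with 109, 0.0457 and 0.101 RPKM at PND2 and 0.154, 109.9 and 40.8 at 4 months, so the pools differ in their mix of sexes. Its adjusted p between the ages by limma was 0.514, and 4236 of the 4452 calls stayed with Xist as a covariate, so a difference in sex mix is unlikely to explain the age differences.

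Genes of cardiac muscle, which are outside those the paper discusses, held 1.76% of the reads at 4 months and 3.68% at PND2, and all 22 were above 1 RPKM in every library. The paper states that little myocardium was taken along in dissection. Muscle carried with the valves is a possible explanation, and how much of the age difference it makes was not tested.

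Adipocyte markers outside the study's tables had a median log2 fold change of 2.14. In 4 month replicate 2 the adipocyte markers were 1.71 to 7.64 times the mean of the other replicates, where the median over the 18483 genes with at least 1 RPKM in each 4 month library was 0.961. Adipose tissue in the dissected valves is a possible explanation for part of the genes listed for 4 months. Of the 20 in Table 1, 13 had a ratio below that of every adipocyte marker. Fat cells belonging to the valve at 4 months cannot be told from carried tissue here.

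Immediate early and heat shock genes outside the study's tables had a median log2 fold change of 1.16, and the whole list 1.77. Over the list the log2 fold changes ran from -0.642 to 6.61, with 21 of 24 genes higher at 4 months. The largest was that of Hspa1b, with a mean of 9.31 RPKM at PND2 and 1013 at 4 months. The list held 0.0748% of the reads at PND2 and 0.497% at 4 months. Stress during dissection might raise these genes, but age and dissection cannot be separated in this design.

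Imprinted growth genes outside the study's tables had a median of -3.20, with all 13 of the list lower at 4 months. No technical explanation was tested, and the age of the mice is the difference the design gives. Replication-dependent histone genes outside the tables rose, with a median of 0.70 and 0.89 for the whole list. More proliferation would raise them together with the mitotic genes, which fell, so proliferation is unlikely as the source. Whether the libraries differ in RNA lacking poly(A) tails was not tested.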

How the results depend on the processing

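All alternatives set before the data were examined were run. The cause of each shift was not tested unless stated. The count of genes with an adjusted p under 0.05 and a fold change over 2, 4452, was 2712 with a pseudocount of 1, which shrinks the folds of low values by construction, 1941 with the study's per-gene unequal-variance test, and 2253 with the study's read minimum, floor and test together, a setting added after the data were seen. It was 3828 to 4223 across the fits that each left out 1 library. Genes with an adjusted p under 0.1 numbered 6968 with the study's per-gene test, against 11535. With a pseudocount of 1, 2762 genes passed the unadjusted threshold, against 4956.

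The share of calls higher at 4 months, 50.7%, was 53.8% with a pseudocount of 1, 58.9% with median scaling and 55.4% with quantile normalization, and 47.5 to 53.0% with 1 library left out. Genes detected at PND2 only and at 4 months only (614 and 587) were 332 and 350 with the study's per-gene test, 249 and 245 with no detection in all 3 libraries of the other age, and 118 and 150 in the combined setting added later. With at least 50 reads in all 3 libraries of the age they were 113 and 154, and with the study's per-gene test as well 94 and 121. With the read minimum and detection over 0.3 and over 1 RPKM they were 304 and 326, and 512 and 490. These 4 settings were also added later. Fewer genes can meet a read minimum by construction. The separation of the libraries, 0.0391, was 0.0220 without a filter and 0.0678 with protein-coding genes. Of the 25 lists 21 passed, and 0 with the correlation estimated (4 lists stayed where they were). The 2825 exons with changed usage were 1183 with an exon RPKM of at least 1 in all 6 libraries, 1519 with exons of at least 100 bases, 864 with voom weights and 695 with a mean of 50 reads, the last 2 added later.

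Directions reversed as follows. The result Fabp4: log2 fold change was 0.0755 with the study's per-gene test, with mean RPKM and in the combined setting, 0.0816 with median scaling and 0.0219 with quantile normalization, and ran from -0.58 to 0.32 with 1 library left out. The result Timp1: log2 fold change was 0.0160 with median scaling and -0.47 to 0.19 with 1 library left out. Without 4 month replicate 2, larger changes reversed too, from -2.08 for Ddx3y, -2.51 for Eif2s3y and -1.89 for the Y-linked list. With 1 library left out, Ddx3y ran from -3.64 to 0.63, Eif2s3y from -4.06 to 0.18, the Y-linked list from -3.18 to 0.0581, the B cell list from -0.54 to 0.25 and the cartilage list from -0.90 to -0.0928, where the direction given by camera changed. With values floored at 10 reads, 95 of the 4452 called genes took the other sign, with log2 changes of at most 0.07 in size and at most 12 reads in a library.

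Of the 96 named genes, 69 kept their call with the study's per-gene test and 26 became weaker, and 84 and 11 in the combined setting. Replicate numbers do not pair the libraries: deviations from the age mean correlated at 0.0108, -0.110 and -0.206 over 20000 genes. A replicate block left 4047 genes past both thresholds, changed no call of a named gene, and left the melanocyte list at an adjusted p of 0.0639 by limma's camera.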

Differences from the paper's values

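The paper gives 7496 genes with an adjusted p under 0.1, against 11535 here. Of the alternatives set before the data were examined, those without a filter (10927), with an RPKM of at least 1 (10281), without the trend (10982), with the study's per-gene test (6968), median scaling (11008), quantile normalization (11218), a replicate block (10056), values floored at 10 reads (11009) and each library left out except PND2 replicate 1 came within 1.5 times the paper's value. Pseudocounts of 1 and 0.01 and the fit without PND2 replicate 1 did not, and folds from mean RPKM leave this count unchanged. The combined setting, chosen after seeing the values, gave 7691.

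The paper gives 2082 genes with an adjusted p under 0.05 and a fold change over 2, against 4452 here. A pseudocount of 1 (2712) and the study's per-gene test (1941) closed the gap, and none of the other alternatives set before the data were examined did. The combined setting, chosen after seeing the values, gave 2253.

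The paper gives a mean library size of 48.3 (in units of 1e6 reads), against 31.5 in the totals behind the RPKM values, and no alternative was run on it. The paper gives 24.1 of these per direction, which is within 1.5 times of 31.5, and whether the totals count reads or read pairs is not stated. The ratio of mean RPKM of Cxcl9 was about 9 in Fig. 6A, read by eye, against 24.8 here. With values floored at 10 reads it was 7.69, which closed the gap, and with median scaling 26.5, which did not.

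The paper gives 602 and 477 genes expressed at one age only, near the 614 and 587 found here without its read minimum. With that minimum and detection over 0.1 RPKM 113 and 154 genes were found, or 94 and 121 with its per-gene test. With detection over 0.3 RPKM they were 304 and 326, and over 1 RPKM 512 and 490, where both came within 1.5 times the paper's values. These 4 settings were chosen after seeing the values, and the paper gives no number for its detection threshold. Table 1 lists genes as expressed at one age only, but all 3 libraries of the other age were above 0.1 RPKM for 14 of the PND2 genes and 6 of the 4 month genes. With detection over 1 RPKM, set before the data were examined, all 20 genes of each column were found at one age only, which closed the gap, and over 0.3 RPKM 12 and 17 were. The text names Rtn1a where Table 1 has Retnla. Fig. 1D carries no mark of a passed false discovery rate for Acta2, which had an adjusted p of 0.0105 by limma. It did not pass with the study's per-gene test, in the combined setting chosen after seeing the values, or without PND2 replicate 1. The paper calls Col24a1 and Col9a1 highly expressed at PND2, where they ranked 23 and 18 of 43 collagens by mean RPKM.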

Other observations

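The tests of a smaller share of cardiac muscle and of stress during dissection were chosen only after the results were seen.

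Median log2 fold changes were DNA replication -1.58 (0 of 28 higher, 27 past the threshold, camera adjusted p = 1.2e-11), adipocyte 3.88 (16 of 17 higher, 14 past the threshold, camera adjusted p = 6.0e-11), brown adipocyte 1.00 (5 of 6 higher, 4 past the threshold, camera adjusted p = 0.0370). Further lists gave cardiomyocyte -1.07 (3 of 22 higher, 14 past the threshold, camera adjusted p = 0.00939), smooth muscle 1.48 (10 of 11 higher, 10 past the threshold, camera adjusted p = 1.2e-07), erythroid -0.80 (1 of 7 higher, 0 past the threshold, camera adjusted p = 0.288). Further lists gave neutrophil -2.59 (3 of 18 higher, 13 past the threshold, camera adjusted p = 4.2e-05), macrophage 1.29 (17 of 18 higher, 14 past the threshold, camera adjusted p = 7.5e-11), MHC class II and dendritic cell 3.14 (14 of 15 higher, 10 past the threshold, camera adjusted p = 5.5e-10). Further lists gave T cell 1.60 (8 of 10 higher, 7 past the threshold, camera adjusted p = 0.00484), B cell -0.02 (3 of 8 higher, 2 past the threshold, camera adjusted p = 0.252), mast cell -1.26 (3 of 9 higher, 6 past the threshold, camera adjusted p = 0.0174). Further lists gave endothelial -0.91 (0 of 15 higher, 12 past the threshold, camera adjusted p = 1.7e-05), Schwann cell 1.39 (8 of 8 higher, 4 past the threshold, camera adjusted p = 6.0e-04), melanocyte -0.96 (0 of 7 higher, 4 past the threshold, camera adjusted p = 0.0472). Further lists gave cartilage -0.44 (5 of 14 higher, 11 past the threshold, camera adjusted p = 0.838), interferon response 1.67 (23 of 24 higher, 21 past the threshold, camera adjusted p = 2.3e-12), immediate early and heat shock 1.77 (21 of 24 higher, 21 past the threshold, camera adjusted p = 1.0e-12). Further lists gave imprinted growth genes -3.20 (0 of 13 higher, 13 past the threshold, camera adjusted p = 2.6e-11), fibrillar collagens -0.85 (2 of 11 higher, 9 past the threshold, camera adjusted p = 0.0323), basement membrane collagens 1.56 (6 of 8 higher, 8 past the threshold, camera adjusted p = 0.00484). Further lists gave Y-linked -1.89 (0 of 4 higher, 0 past the threshold, camera adjusted p = 0.527), replication-dependent histone 0.89 (54 of 62 higher, 31 past the threshold, camera adjusted p = 5.6e-11). Past the threshold means a limma adjusted p under 0.05 over all genes. With fry in limma the adjusted p was 0.0558 for brown adipocyte and 0.0757 for cardiomyocyte genes. With camera, brown adipocyte genes did not pass with an RPKM of at least 1 (adjusted p = 0.109), with quantile normalization (0.0509), or without PND2 replicate 2 (0.0505), 4 month replicate 2 (0.0927) or 4 month replicate 3 (0.0655). Melanocyte genes did not pass with an RPKM of at least 1 (0.110), or without PND2 replicate 2 (0.0749), PND2 replicate 3 (0.0800) or 4 month replicate 3 (0.125). Fibrillar collagens did not pass with an RPKM of at least 1 (0.0504) or without 4 month replicate 1 (0.0747). The neutrophil median was -2.76 with genes at the limit of detection at their bounds, and the adipocyte median was 3.20 without 4 month replicate 2.

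Neutrophil genes listed for PND2 might come from blood left in the valves. In the erythroid list 6 of 7 genes were lower at 4 months too, but the median log2 fold change was only -0.798, with no gene past the threshold. Less blood would lower both lists alike only if its mix of cells stayed the same with age. That was not tested, so blood as the source of the neutrophil genes stays open.

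Without the 20 cell type markers 78.3% of the defense response genes were higher at 4 months, and without the 2 immediate early or heat shock genes 77.3%. By the criterion set beforehand, a share staying far above 50% counts against more immune cells as the source. Few genes were removed, however, and macrophage and MHC class II lists rose, so neither immune cells nor stress could be excluded. Endothelial markers, which a smaller share of cardiac muscle was taken to raise as well, fell, with a median of -0.91. Cardiac muscle holds endothelial cells of its own, so this cannot decide whether less muscle explains the rise of defense response genes.

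For each of 7 counts, only 1 of the 10 splits of the 6 libraries, the real one, gave as many: both differential expression thresholds with adjusted p, the unadjusted threshold, genes at each age only, lists and exons. With 3 libraries against 3 this share is never under 0.1. The other 9 splits gave 0 to 2 genes past an adjusted p under 0.05 and a fold change over 2, and 215 to 568 at the unadjusted threshold. They gave 14 to 18 lists, so camera at a correlation of 0.01 passes many lists under any grouping. In the same splits 466 to 697 exons were called, or 0 to 3 with voom weights. The larger count of genes detected in one group only was 63 to 349. Part of the exon and detection counts can therefore arise under any grouping.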
